# A rare olive compound oleacein functions as a TrkB agonist and mitigates neuroinflammation both in vitro and in vivo

**DOI:** 10.1186/s12964-024-01691-x

**Published:** 2024-06-04

**Authors:** Daiki Wakasugi, Shinji Kondo, Farhana Ferdousi, Seiya Mizuno, Akira Yada, Kenichi Tominaga, Satoru Takahashi, Hiroko Isoda

**Keywords:** Oleacein, Neuroinflammation, BDNF, TrkB, Whole-transcriptomics, SH-SY5Y cells, LPS, Surface plasmon resonance (SPR) assay, Bioluminescence imaging, Bdnf-IRES-AkaLuc mice, Depression

## Abstract

**Background:**

Neuroinflammation is widely acknowledged as a characteristic feature of almost all neurological disorders and specifically in depression- and anxiety-like disorders. In recent years, there has been significant attention on natural compounds with potent anti-inflammatory effects due to their potential in mitigating neuroinflammation and neuroplasticity.

**Methods:**

In the present study, we aimed to evaluate the neuroprotective effects of oleacein (OC), a rare secoiridoid derivative found in extra virgin olive oil. Our goal was to explore the BDNF/TrkB neurotrophic activity of OC and subsequently assess its potential for modulating neuroinflammatory response using human neuroblastoma cells (SH-SY5Y cells) and an in vivo model of depression induced by lipopolysaccharide (LPS)-mediated inflammation.

**Results:**

In SH-SY5Y cells, OC exhibited a significant dose-dependent increase in *BDNF* expression. This enhancement was absent when cells were co-treated with inhibitors of BDNF's receptor TrkB, as well as downstream molecules PI3K and MEK. Whole-transcriptomics analysis revealed that OC upregulated cell cycle-related genes under normal conditions, while downregulating inflammation-associated genes in LPS-induced conditions. Furthermore, surface plasmon resonance (SPR) assays demonstrated that OC exhibited a stronger and more stable binding affinity to TrkB compared to the positive control, 7,8-dihydroxyflavone.

Importantly, bioluminescence imaging revealed that a single oral dose of OC significantly increased BDNF expression in the brains of Bdnf-IRES-AkaLuc mice. Furthermore, oral administration of OC at a dosage of 10 mg/kg body weight for 10 days significantly reduced immobility time in the tail suspension test compared to the LPS-treated group. RT-qPCR analysis revealed that OC significantly decreased the expression of pro-inflammatory cytokines *Tnfα*, *Il6*, and *Il1β*, while simultaneously enhancing *Bdnf* expression, as well as both pro and mature BDNF protein levels in mice hippocampus. These changes were comparable to those induced by the positive control antidepressant drug fluoxetine. Additionally, microarray analysis of mouse brains confirmed that OC could counteract LPS-induced inflammatory biological events.

**Conclusion:**

Altogether, our study represents the first report on the potential antineuroinflammatory and antidepressant properties of OC via modulation of BDNF/TrkB neurotrophic activity. This finding underscores the potential of OC as a natural therapeutic agent for depression- and anxiety-related disorders.

## Introduction

Depression is a serious mental health disorder affecting approximately 3.8% of the global population, leading to more than 700,000 deaths due to suicide every year [1]. Although there are numerous antidepressants available, their effectiveness is often limited by severe side effects, the lengthy duration required for therapeutic effects, treatment resistance, and drug-drug interactions in patients with comorbid conditions [2, 3]. Given these challenges, there is an urgent need to explore new, more effective treatments for depression and mental health, incorporating different mechanisms of action.

In recent years, there has been renewed interest in the intricate relationship between neuroinflammation and the neurogenic hypotheses of depression. These hypotheses suggest that the hippocampus, particularly in the form of adult hippocampal neurogenesis, plays a significant role in the pathophysiology of depression. Animal studies have demonstrated that chronic stress diminishes adult hippocampal neurogenesis [4, 5]. On the other hand, increasing adult neurogenesis alone is adequate to alleviate anxiety and depression-related behaviors in mice [6, 7]. In this context, brain-derived neurotrophic factor (BDNF) emerges as a key molecule with the ability to regulate the molecular interactions between neuroinflammation and neurogenesis in the hippocampus, presenting a potential avenue for addressing both phenomena [8]. BDNF is a neuropeptide that acts through its high-affinity receptor, tropomyosin receptor kinase-B (TrkB). It plays a critical role in maintaining neuroplasticity and regulating neuronal development, differentiation, and survival. Pro-inflammatory cytokines or lipopolysaccharide (LPS) has been demonstrated to significantly reduce mature BDNF levels in brain regions, including hippocampus [9]. Recent research has further linked BDNF/TrkB signaling to depression. It has been reported that a TrkB agonist, 7,8-dihydroxyflavone (7,8-DHF), a naturally occurring flavone, exhibited antidepressant effects in LPS-induced depression-like phenotypes, whereas a TrkB antagonist, ANA-12, blocked this effect [10, 11]. These findings collectively suggest that targeting the BDNF-TrkB signaling pathway using natural bioactive compounds could offer a novel and safe therapeutic approach for depression.

In this context, olive phenolic compounds, such as oleuropein (OP) [12, 13] and hydroxytyrosol (HT) [14, 15], have been reported to exert neuroprotective effects by enhancing BDNF expression and reducing the expression of proinflammatory cytokines in the hippocampus of various stress-induced rodent models. Another olive compound, oleocanthal, has been reported to possess potent anti-inflammatory properties similar to ibuprofen [16]. This is particularly interesting, as systemic administration of ibuprofen has been reported to exert anxiolytic-like activity in animal models by inhibiting proinflammatory cytokine expression and restoring BDNF expression [17]. In this regard, a rare olive compound, oleacein (OC), which shares a similar dialdehyde structure with oleocanthal but differs by an additional phenolic hydroxyl group, has recently gained attention for its potent bioactivities. However, due to its relatively low occurrence, its biological functions have not been as extensively investigated as those of oleocanthal or other olive compounds. Nevertheless, there has been a resurgence of interest in OC following the discovery of a one-step synthesis method from OP [18].

In the present study, we aimed to comprehensively investigate the antidepressant-like activity of OC and its potential to alleviate neuroinflammation by modulating BDNF/TrkB signaling, utilizing a series of in vitro and in vivo experiments.

## Methods

### SH-SY5Y cell culture

The human neuroblastoma clone SH-SY5Y cell line was obtained from the American Type Culture Collection (ATCC®, Manassas, VA, USA). The cells were cultured in a 1:1 (v/v) mixture of Dulbecco's modified Eagle's medium and Ham's F-12 medium (Gibco, Grand Island, NY, USA) supplemented with 15% fetal bovine serum (FBS) (Sigma-Aldrich, St. Louis, MO, USA), MEM nonessential amino acids (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan), and 1% penicillin (5000 μg/mL)-streptomycin (5000 IU/mL) solution (Sigma-Aldrich) as a growth medium in 75 cm^2^ flask. The flasks were maintained under an atmosphere of 5 % CO2/95 % humidified air at 37°C. The medium was changed every two days. The proliferated SH-SY5Y cells were utilized either for subsequent gene expression analysis or cryopreserved in liquid nitrogen as stocked cells.

### Treatments of oleacein to SH-SY5Y cells and RNA isolation

OC was synthesized following the methods previously reported [18] and provided for this study. For gene expression analysis, SH-SY5Y cells (2 × 10^6^ cells/5 ml growth medium) were seeded into 60 mm dishes. OC was dissolved in dimethyl sulfoxide (DMSO, FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) and further diluted in serum-free Eagle's minimum essential medium (OPTI-MEM, Gibco) to achieve treatment concentrations ranging from 1 to 50 µM. Similarly, OPTI-MEM containing 0 µM OC and 0.05% DMSO was prepared as the control. Twenty-four hours post-seeding, the SH-SY5Y cells were cultured in OPTI-MEM for an additional 24 hours. Subsequently, they were subjected to a 24-hour incubation period either without OC or with varying concentrations of OC for subsequent gene expression analysis.

Additionally, inhibitor experiments were conducted to analyze the target of OC in the TrkB/BDNF pathways. After seeding SH-SY5Y cells in 60 mm dishes, they were shifted from growth medium to OPTI-MEM and allowed to incubate for 24 hours. Subsequently, the cells were treated with 10 µM OC and concurrently co-treated with the same concentration of one of the inhibitors: 10 µM ANA-12 (from Selleck Biotech, Kanagawa, Japan) acting as a TrkB antagonist, 10 µM LY294002 (from ChemScene, NJ, USA) acting as a phosphatidylinositol 3-kinase (PI3K) inhibitor, or 10 µM PD98059 (from ChemScene) acting as a mitogen-activated protein kinase (MEK) inhibitor for an additional 24 hours.

To assess the responsiveness of OC-treated SH-SY5Y cells to inflammation, lipopolysaccharide (LPS) was introduced to the OC-treated cells. Following seeding of SH-SY5Y cells in 60 mm dishes, the cells were transitioned from growth medium to OPTI-MEM and incubated for 24 hours. Subsequently, 10 µM OC and 5 µg/ml LPS (FUJIFILM Wako Pure Chemical Corporation) were co-administered to the cells for an additional 24 hours in OPTI-MEM.

For gene expression analysis (real-time PCR and DNA microarray), total RNA was isolated from the treated SH-SY5Y cells using ISOGEN (Nippon Gene, Tokyo, Japan) according to the manufacturer's instructions. The quantity and quality of RNA were assessed using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### Quantitative real-time PCR

Real-time PCR was conducted to analyze the gene expression in SH-SY5Y cells and the brain hippocampus of mice. The TaqMan probe (Thermo Fisher Scientific) was utilized for the quantification of gene expression. A cDNA solution was synthesized using a superscript IV VILO master mix (Thermo Fisher Scientific) following the manufacturer’s instructions. For the quantification of transcript amounts, TaqMan real-time RT-PCR amplification reactions were carried out using the Applied Biosystems 7500 Fast Real-Time System (Thermo Fisher Scientific). All primer sets and the TaqMan Universal PCR Master Mix were procured from Thermo Fisher Scientific, including GAPDH (Hs02786624 and Mm02619580_g1) as an internal control, and the following targets: BDNF (Hs03298540_m1 and Mm01329577_g1), *Tnf* (Mm00443258_m1), *Il6* (Mm00446190_m1), and *Il1β* (Mm00434228_m1).

### Bdnf-IRES-AkaLuc-mice

We selected a sequence (5´-ATG AAG TTT ATA CAG TAC AG-3´) very close downstream of the termination codon of the *Bdnf* as the CRISPR target. We purchased synthetic crRNA containing this target in sequence from IDT (Iowa, US). In the pBdnf-IRES-Akaluc, we placed the IRES-Akaluc sequence between the 5´ and 3´ homology arms. The 5´-homology arm is the genomic region from 831 bp upstream of the *Bdnf* termination codon to 128 bp downstream of the *Bdnf* termination codon, and the 3´-homology arm is the genomic region from 129 to 1,244 bp downstream of the Bdnf termination codon.

The CRISPR-Cas9 ribonucleoprotein complex and each donor DNA were microinjected into zygotes of C57BL/6J mice (Jackson Laboratory Japan, Kanagawa, Japan) according to our previous report. Subsequently, microinjected zygotes were transferred into oviducts in pseudopregnant ICR female (Jackson Laboratory Japan, Kanagawa, Japan) and newborns were obtained.

### AkaLumine-AkaLuc bioluminescence imaging in vivo

To observe noninvasive BDNF expression in vivo, AkaLumine-AkaLuc bioluminescence imaging (AkaBLI) was conducted using Bdnf-IRES-AkaLuc mice. AkaLumine-HCl (TokeOni) was procured from Fujifilm Wako. AkaLumine-HCl was dissolved in saline and administered intraperitoneally at a dosage of 75 µmol/kg body weight. The AkaLumine solution was prepared on ice. Following administration, images were captured using the In Vivo Imaging system (IVIS) at a rate of one image per minute for 20 minutes, and luminescence intensity was monitored over time. The peak luminescence intensity observed over the 20-minute period was recorded as the value for each individual mouse.

### SPR-based intermolecular binding assay

To prepare the TrkB-immobilized sensor chip, the extracellular domain (ECD) of human recombinant TrkB protein (10047-H02H, Sino Biological, Inc. Beijing, China) was reconstituted in distilled water to a concentration of 0.25 mg/ml. It was then diluted in 10 mM sodium acetate (pH 4.5) (Cytiva, Tokyo, Japan) to a concentration of 50 μg/ml. The TrkB protein solution was allowed to contact the CM5 sensor chip (Cytiva) for 7 minutes and then immobilized using an amine coupling kit containing 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide hydrochloride (EDC), N-hydroxysuccinimide (NHS), and 1M ethanolamine hydrochloride-NaOH pH 8.5 (Cytiva). The immobilization step ran for 120 seconds. Chip regeneration was carried out using 50 mM NaOH. The immobilized protein reached a response unit (RU) value of 10916.7.

For the preparation of analytes, OC, 7,8-DHF (Tokyo Chemical Industry, Tokyo, Japan), and 5,7-dihydroxyflavone (chrysin) (Cayman Chemical, Ann Arbor, MI, USA) were dissolved in DMSO to a concentration of 100 mM each. 7,8-DHF and chrysin were utilized as positive and negative controls, respectively, for binding affinity to the TrkB protein. These stock solutions were then diluted in HBS-EP+ buffer (containing 10 mM HEPES, 0.15 M NaCl, 3 mM EDTA, and 0.05% (v/v) surfactant P20) (Cytiva) to a concentration of 500 µM. Additionally, solutions of the analytes at 500 µM were further diluted in HBS-EP+ buffer with 0.5% (v/v) DMSO to concentrations of 31.25, 62.5, 125, and 250 µM.

The analyte solution (OC, 7,8-DHF, or chrysin) was injected onto the TrkB ECD-immobilized sensor chip set in a Biacore X100 system (Cytiva) at a flow rate of 30 μl/min (contact time: 120 s, dissociation time: 200 s).

Manual run and single-cycle kinetics modes were employed to determine the response unit (RU) values and dissociation rate (Kd) values, respectively. Data analysis was conducted using Biacore X100 evaluation software version 1.0+ (Cytiva).

### Docking simulation

Docking simulation of human TrkB (PDB ID: 1HCF) and OC was performed in Molegro Virtual Docker (MVD) [19]. Following the previous works [20, 21], we decided to dock OC to the region d5 of TrkB with which 7,8-DHF would interact. PDB ID: 1HCF was imported into MVD and all but chain X containing the ligand binding site (d5) was deleted. Chiu et al. [20] showed that, the amino acid residue within 10 Å from the docking result was Lys312, Pro313, Ala314, Leu315, Thr332, Lys333 and Ile334. The central coordinate of these amino acid residues was X: -17.70, Y: 11.36, Z: 16.24. Accordingly, the docking area was set within a radius of 15 Å from the above coordinates. In this docking simulation, MolDock Optimizer as the docking algorithm and MolDock Score as the scoring function were used [19].

### Oral administrations to ICR mice

The animal care and experimental procedures conducted in this study were approved by the University of Tsukuba Ethics and Animal Welfare Committee (22-378). Male 8-week-old ICR mice were procured from Jackson Laboratory Japan (Kanagawa, Japan). The mice were individually housed in cages and maintained under controlled environmental conditions, including a room temperature of 21-23°C, a 12-hour light/dark cycle, humidity ranging from 50-55%, and ad libitum access to food and water. Following a one-week acclimation period to the laboratory conditions, the experimental procedures commenced.

After the acclimation period, the mice were orally administered saline, 10 mg/kg body weight fluoxetine (Flux) (FUJIFILM Wako Pure Chemical Corporation) as a positive control, or 10 mg/kg body weight OC daily for ten consecutive days. On the 10^th^ day of oral administration, half of the saline-treated group received a single intraperitoneal injection of saline (control group, *n* = 8), while the other half received a single intraperitoneal injection of 0.85 mg/kg body weight LPS (LPS group, *n* = 8). Similarly, both the Flux and OC groups received the LPS injection (Flux group and OC group) (*n* = 8 each) on the 10^th^ day following the commencement of oral administration.

### Tail suspension test (TST)

Twenty-four hours following the intraperitoneal injection of LPS into the ICR mice, the tail suspension test (TST) was conducted as described in a previous study [22] with slight modifications. Briefly, each mouse was individually suspended for 6 minutes at a point 2 cm from the tail tip using a clip (Yamashita Giken, Tokushima, Japan) in a white box measuring 30 × 15 × 50 cm (length × width × height). The immobility time, indicative of behavioral despair akin to clinical depression in humans, was recorded and measured during the final 4 minutes of the 6-minute suspension period using SMART 3.0 video tracking software (Panlab, Barcelona, Spain). Mice were considered immobile only when they ceased movement of their limbs, head, and body.

### Isolation of RNA and protein from the *hippocampus* of ICR mice brains

After the completion of the TST, all ICR mice were euthanized via cervical dislocation, and their brains were collected. The brains were rapidly frozen using liquid nitrogen and stored at −80°C until further use. Total RNA for gene expression analysis (real-time PCR and DNA microarray) was extracted from the hippocampus of the mice brains using ISOGEN (Nippon Gene). The quantity and quality of RNA were assessed using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific).

For protein expression analysis (ELISA), total protein was extracted from the hippocampus of the mice brains using RIPA buffer (Sigma-Aldrich) supplemented with 1% (v/v) protease inhibitor cocktail (Sigma-Aldrich), following the manufacturer's instructions. The protein concentrations were determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) and a Varioskan LUX multimode microplate reader (Thermo Fisher Scientific) at a wavelength of 562 nm.

### DNA microarray analysis

DNA microarray analyses were conducted on duplicate RNA samples from SH-SY5Y cells across the following groups: control, OC-treated group (OC), LPS-induced group (LPS), and OC-treated and LPS-induced group (OC+LPS). For the in vivo study, microarray analysis was performed on RNA samples extracted from the mice hippocampus of the following groups: saline-administered control, saline-administered and LPS-injected (LPS), and OC-administered and LPS-injected (OC+LPS) groups. GeneChip® Whole Transcript (WT) PLUS microarray reagents and kits (ThermoFisher Scientific, Waltham, MA, USA) were utilized according to the manufacturer's recommended protocols.

To summarize the procedure, cDNA synthesis was initially carried out using 100 ng of RNA solutions. Subsequently, cRNA was generated through in vitro transcription of the cDNA, followed by purification and reverse transcription steps. Finally, single-stranded cDNA (ss-cDNA) was synthesized, purified, fragmented, and labeled as per the manufacturer's instructions.

The Clariom S array (Human and Mouse arrays for the in vitro and in vivo samples, respectively; ThermoFisher Scientific, Waltham, MA, USA) was employed for the DNA microarray hybridization. The GeneChip™ Fluidics Station (ThermoFisher Scientific) was utilized to hybridize the cartridge array, and the resulting hybridized arrays were scanned using the GeneChip Scanner (ThermoFisher Scientific, Waltham, MA, USA).

### Microarray data processing

After obtaining raw image data from the scanning process, we conducted subsequent analysis using the Transcriptome Analysis Console (TAC) software, version 4.0.2 (ThermoFisher Scientific, Waltham, MA, USA). To ensure robustness, the raw data were normalized using the signal space transformation robust multi-chip analysis (SST–RMA) algorithm. Gene-level analysis was then performed using the Limma Bioconductor package included with TAC 4.0.2.

To identify differentially expressed genes (DEGs), we applied a one-way ANOVA followed by an empirical Bayes correction. To further refine the analysis and eliminate non-significant signals, we set a detected above background (DABG) cutoff of 0.05. Additionally, we conservatively set the positive vs negative area under the curve (AUC) value at greater than 0.7 to focus on genes with strong discriminatory potential.

The ultimate selection of DEGs relied on rigorous filter criteria, necessitating a *P* value below 0.05 (computed using one-way between-subject ANOVA) and a fold change (FC) exceeding 2 (in linear space).

### Microarray data analysis

Volcano plots were generated using the VolcaNoseR web application [23]. Gene ontology (GO) overrepresentation analyses were conducted using the web-based tool Metascape (v3.5.20230101, http://metascape.org) [24]. All input gene lists were consolidated into a single list to construct a comprehensive protein-protein interaction (PPI) network. Subsequently, the MCODE algorithm was applied to identify densely connected protein neighborhoods, with the top enriched networks (MCODE 1) being presented.

Gene set enrichment analysis (GSEA) and generic PPI networks were constructed utilizing the NetworkAnalyst tool (version 4.3.2) [25]. PPI interactions were predicted using the STRING Interactome database [26]. Top genes that co-express with BDNF were identified with the ARCHS4 RNA-seq gene-gene co-expression analysis [27].

The HumanBase public database (URL: https://hb.flatironinstitute.org) and its analytical tool 'Module' were utilized to identify functionally clustered modules by the DEGs based on shared k-nearest-neighbors (SKNN) and the Louvain community-finding algorithm [28]. Genes with a co-membership score > 0.9 were assigned to clusters. The resulting modules underwent functional enrichment analysis using genes annotated to GO biological process (GOBP) terms.

Heatmaps were generated using the online tool Morpheus (https://software.broadinstitute.org/morpheus), while Venn diagrams were created using an online tool (https://bioinformatics.psb.ugent.be/webtools/Venn/).

### ELISA

ProBDNF and mBDNF levels in mouse brain hippocampus were measured using a commercially available ELISA kit (Funakoshi, Japan) according to the manufacturer's instructions. Briefly, ProBDNF and mBDNF levels in the brain were measured using protein samples or standards. After treatment with antibodies, a second incubation with streptavidin-horseradish peroxidase conjugate solution was performed for 60 min. After the addition of substrate and stopping solution, ProBDNF and mBDNF levels were measured by absorbance at 450 nm; ProBDNF and mBDNF levels were normalized to the protein concentration using Pierce BCA Protein Assay (Thermo Fisher Scientific).

### Statistical analysis

Data were analyzed using GraphPad Prism (version 8.0, GraphPad Software Inc., San Diego, CA) and SPSS ver. 26 (Armonk, NY: IBM Corp). Data are expressed as mean ± standard error of the mean (SEM) unless otherwise noted. Shapiro-Wilk test was conducted to determine the normal distribution of the data. For two-group comparisons, significant difference tests were conducted using Student's t-test, while for comparisons among multiple groups, one-way analysis of variance (ANOVA) was employed, followed by Tukey’s post hoc test. Differences were considered statistically significant at a value of *P <* 0.05.

## Results

### Oleacein treatment increased the expression of *BDNF* in the SH-SY5Y cells

First, we investigated the effect of OC on BDNF mRNA expression in SH-SY5Y cells. Cells were treated with OC for 24 hours, and gene expression analysis of BDNF was conducted using real-time PCR. Treatment with OC resulted in a significant and dose-dependent increase in the expression of the *BDNF* in SH-SY5Y cells, starting from a concentration of 10 µM (Fig. 1A).

**Fig. 1:**
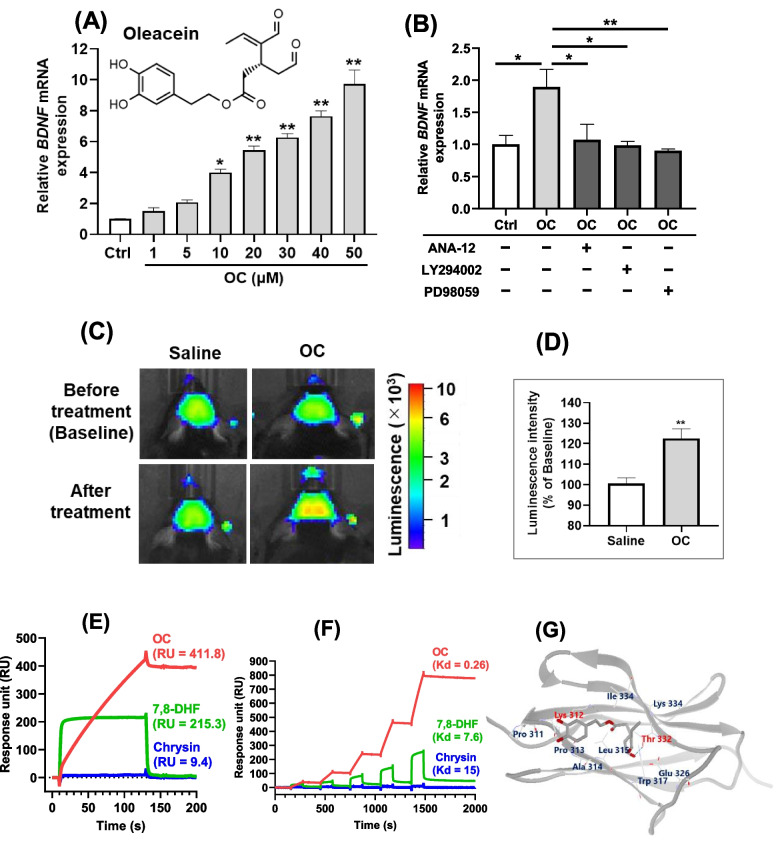
OC increased the BDNF expressions *in vitro and in vivo,* and exhibited the binding affinity to TrkB receptor. **A** *BDNF* mRNA expressions in SH-SY5Y cells treated with OC in the concentration range of 1-50 µM and **B** under co-treatment of 10 µM OC with 10 µM ANA-12 (TrkB selective antagonist), 10 µM LY294002 (PI3K inhibitor), or 10 µM PD98059 (MEK inhibitor) using quantitative real-time PCR. **C** Images of AkaBLI in Bdnf-IRES-AkaLuc mice before (baseline) and 8h after oral administration of OC at a dose of 10 mg/kg bw and **D** their rate of increase in the luminescence intensity after OC treatment compared to the baseline. **E** Binding affinity between 500 µM OC and TrkB receptor and **F** its single-cycle kinetics analysis using OC at the concentrations of 31.25, 62.5, 125, 250, and 500 µM using SPR-based assay of intermolecular interaction (Biacore). The affinities of 7,8-DHF and chrysin were used as positive control and negative control, respectively. Each value represents the mean ± SE for *n* = 4 in each group for SH-SY5Y cells and Bdnf-IRES-AkaLuc mice. Significant difference from the control group at ^*^P < 0.05 and ^**^P < 0.05 by one-way ANOVA followed by Tukey’s post hoc test for SH-SY5Y cells. Significant difference from the saline group at ^**^P < 0.01 by unpaired two-tailed Student’s t-test for Bdnf-IRES-AkaLuc mice. **G** Docking result of Oleacein to the d5 region of TrkB. The top 10 amino acids closest to the position of the docking results are shown. Gray: Protein TrkB (PDB ID: 1HCF). Red: Amino acid residues predicted to form hydrogen bonds. Light blue dotted line: hydrogen bond (Amino acid residues predicted to form hydrogen bonds are also indicated by thin lines). The image was generated with the Molegro Virtual Docker (MVD)

BDNF signals through its high-affinity receptor tropomyosin receptor kinase B (TrkB) and influences neuronal growth and differentiation by activating various signaling pathways, notably the mitogen-activated protein kinase (MAPK) and PI3K/Akt pathways. Therefore, we investigated the effects of OC on BDNF expression in the presence of three inhibitors: ANA-12 (a TrkB inhibitor), LY294002 (a PI3K inhibitor), or PD98059 (a MEK inhibitor). We found that subsequent co-administration of OC with these inhibitors resulted in the inhibition of the OC-induced upregulation of BDNF expression in the cells (Fig. 1B).

### A single oral dose of Oleacein increased the protein expression of BDNF in Bdnf-IRES-AkaLuc mouse brain

We utilized bioluminescence imaging (BLI) to non-invasively and longitudinally track and visualize BDNF expression [29] in the living mouse brain before and after OC treatment. Specifically, we employed the Akaluciferase (Akaluc) BLI system known for its robust signal strength [30].

Initially, the mice were orally administered a single oral dose of saline. Eight hours later, TokeOni (AkaLumine-HCl) was intraperitoneally injected at a dose of 75 µmol/kg bw to induce luminescence of the BDNF protein in the mouse brains, and the baseline luminescence intensities were recorded using the IVIS instrument. After one week, the mice were orally administered a single dose of OC at 10 mg/kg bw. Subsequently, TokeOni was again injected intraperitoneally, and the luminescence intensities of the brains were measured. The rate of increase in BDNF expression was calculated based on the luminescence intensity before (baseline) and after OC administration. A single oral administration of OC significantly augmented the expression of BDNF protein in mouse brain compared to the saline group (Fig. 1C, D).

### OC exhibited higher binding affinity to TrkB receptor compared to 7,8-DHF

To detect the binding affinity of OC to TrkB-ECD, the OC, 7,8-DHF (positive control), and chrysin (negative control) were injected and reacted to a sensor chip immobilized with TrkB-ECD in a manual run mode of the Biacore X100. The binding affinity of OC to TrkB-ECD (411.8 response unit; RU) was higher than that of 7.8-DHF (RU = 215.3) and chrysin (RU = 9.4) (Fig. 1E). Additionally, after the injection was stopped, 7,8-DHF (and chrysin) began to dissociate immediately, while that of OC was remarkably slower. To calculate a dissociation rate constant (Kd) of OC, the compounds were injected into the TrkB-ECD-fixed sensor chip in a mode of single-cycle kinetics in the Biacore X100. The Kd value of OC (Kd = 0.26) was lower than those of 7,8-DHF (Kd = 7.8) and Chrysin (Kd = 15.0) (Fig. 1F).

### Molecular interactions of oleacein with TrkB by docking computation

The interactions between OC and the TrkB receptor were analyzed using a molecular docking approach. The structure of TrkB-domain5 (TrkB-D5) was subjected to OC binding in silico to explore the optimal binding conformation of OC. Our study revealed that the binding site of TrkB-D5 comprised Trp317, Ile334, Leu324, Glu326, and Thr332 residues, forming hydrogen bonds (Fig. 1G).

### Transcriptomics analysis revealed oleacein modulated the expression of cell cycle-associated genes under normal condition in SH-SY5Y cells

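RNA of SH-SY5Y cells, a human neuroblastoma line, was measured on 8 Clariom S arrays, 2 in each of 4 groups: control, OC at 10 µM, LPS at 5 µg/ml, and OC+LPS. The paper gives 24 h as the length of OC treatment. The sample labels describe the OC group as incubated for 48 h in OPTI-MEM and OC, and the control group for 48 h in OPTI-MEM. The 48 h may therefore be the time in OPTI-MEM. The paper calls the arrays of a group duplicate RNA samples, and its text does not state whether these came from separate cultures. The p-values therefore measure the spread between these samples, which may be technical. The values are log2 signals per probe set, made by the authors with signal space transformation robust multi-chip analysis. The authors' filter on detection above background cannot be repeated from these values, so all 21448 probe sets that target transcripts were tested. The area under the curve of positive against negative controls, computed here from the probe set values, ran from 0.706 in OC+LPS replicate 1 to 0.929 in OC replicate 2, and the authors set a value over 0.7. The 2903 control probe sets were left out. One gene symbol was assigned to 17709 of the tested probe sets. Groups were compared with limma's moderated test, two-sided, fitted to all arrays together with 4 residual degrees of freedom. The paper's thresholds are an unadjusted p under 0.05 and a fold change over 2, and adjusted p-values follow Benjamini and Hochberg over all probe sets. The gene lists, the tests of the comparisons and of the lists, and the rule for naming genes were set before the data were examined, and settings chosen later are named as such. A list was tested with limma's camera, which compares its genes with all other genes at a preset correlation of 0.01, and adjusted over 49 lists. Of 216 gene values past the thresholds that were followed through the alternatives, between 21 and 54 were lost when 1 array was left out. None changed direction past the thresholds. Genes picked because both arrays of 1 group exceeded both of the other cannot change direction in this way, so that was partly fixed in advance.
Signal over background differed between the arrays. The median of the positive controls exceeded that of the negative controls by 2.41 log2 in control replicate 1 and by 3.69 in control replicate 2. In OC replicates 1 and 2 this range was 3.59 and 3.97. A probe set counts as above background in an array where its signal exceeded the 95th percentile of the negative controls. This held for 7.41% and 18% of the probe sets in the control arrays and for 17.3% and 23.4% in the OC arrays.

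**Figure D1:**
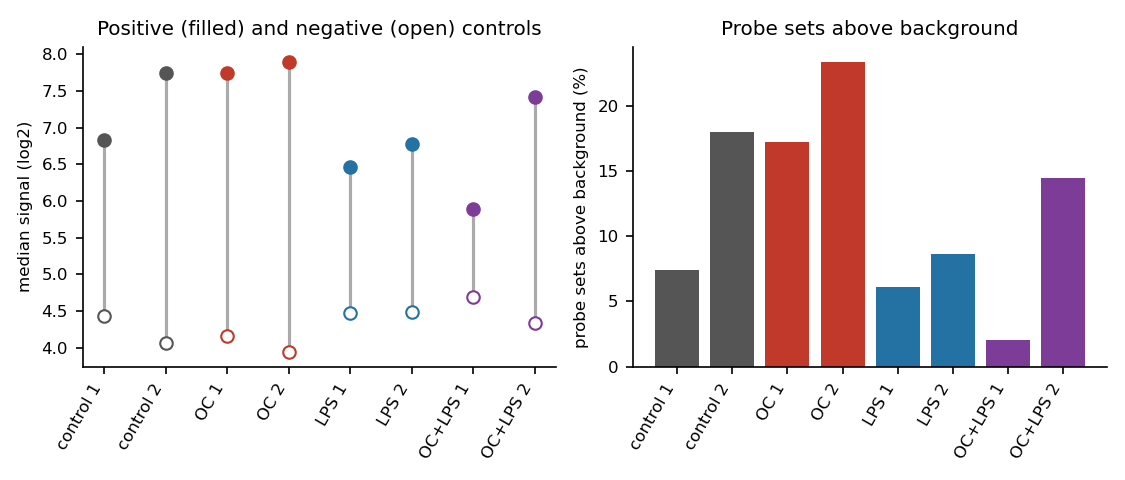
Median log2 signal of the positive and negative control probe sets (left) and the percentage of tested probe sets above background (right) in each of the 8 arrays, by group and replicate. The range between the controls is widest in OC replicate 2, at 3.97, and narrowest in OC+LPS replicate 1, at 1.2.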

In the Clariom S Assay Human Array, a total of 21,452 probe sets were identified. Among them, 1,250 genes were upregulated, while 291 genes were downregulated. 

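WASL, which encodes the actin regulator N-WASP, rose in OC-treated cells from a log2 signal of 6.13 ± 0.42 (SD, n = 2) to 11.21 ± 0.09 (SD, n = 2). This is a log2 fold change of 5.09 (standard error 0.40, adjusted p = 0.0433 from limma), and both OC arrays exceeded both control arrays. It was the only probe set with an adjusted p under 0.05 in this comparison, where 1568 had an unadjusted p under 0.05. With a block for the replicate number, 27 had an adjusted p under 0.05 by limma. Neither the paper nor the labels say that a number marks a shared culture or day. HIF1A, the oxygen-regulated subunit of a transcription factor, had a fold change of 57.2, and EMD, the nuclear envelope protein emerin, one of 49.8. HIF1A had a log2 fold change of 5.84 with all arrays, 4.42 without control replicate 1, 7.26 without control replicate 2, 6.96 without OC replicate 1 and 4.71 without OC replicate 2. EMD had a log2 fold change of 5.64 with all arrays, 6.39 without OC replicate 1 and 4.88 without OC replicate 2. In OC+LPS against LPS, WASL had -0.34, HIF1A -0.1 and EMD 0.64, and none of them met the thresholds there. At the paper's thresholds in OC against control, 1171 probe sets were up and 220 were down, so that 84.2% were up. Simulated groups with no difference gave 838 such probe sets on average and at most 921. The simulations drew each probe set independently, so they leave out errors shared across an array. A count over their range therefore does not exclude such errors. Of the probe sets that were up, 759 belonged to the brightest 25%, whose median log2 fold change was 0.28, and 13 to the dimmest 25%, whose median was -0.13. The positive control probe sets had a median of 0.26. The count up was 611 without control replicate 1 and 634 without OC replicate 2, and the count down was 766 without control replicate 2, 112 without OC replicate 1 and 125 without OC replicate 2. The share that was up was 68.2% after cyclic loess, 65.7% after quantile normalization and 59.5% with the signal range of each array as a covariate, the last 2 being chosen after the data were seen. No probe set had an adjusted p under 0.05 when any 1 array of the control, OC or LPS group was left out, while 3 did without either OC+LPS array, 89 after cyclic loess, 61 with array weights and 24 with the covariate.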

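SLIT3, a secreted axon guidance cue, had a log2 signal of 12.79 ± 0.76 (SD, n = 2) with OC and 6.89 ± 0.36 (SD, n = 2) in control, a fold change of 59.6. NCAM1, the neural cell adhesion molecule, had a fold change of 57.8, and FSCN1, which bundles actin filaments, one of 27.5. The fold change was 35.5 for the transcription factor FOXJ3, 26.9 for the histone methyltransferase NSD3 and 22.9 for the corepressor TLE4. PLK1, a kinase of mitosis, had a fold change of 25.8. NCAM1 had a log2 fold change of 5.85 with all arrays, 6.62 without OC replicate 1 and 5.09 without OC replicate 2. FSCN1 had a log2 fold change of 4.78 with all arrays, 4.05 without control replicate 1, 5.51 without control replicate 2, 5.45 without OC replicate 1 and 4.11 without OC replicate 2. TLE4 had a log2 fold change of 4.52 with all arrays, 3.60 without control replicate 1 and 5.44 without control replicate 2. Of 18 genes labelled in Fig. 2A that have a probe set here, 16 met the thresholds up and 2 down. MCF2, the smaller of the decreases, had a fold change of -3.88 with a signal above background in 0 of 4 arrays. All of the genes named here met the thresholds whichever array was left out. They were labelled by the paper because of their values in these samples, so their tally is not independent evidence. In OC+LPS against LPS, the log2 fold change was -0.05 for SLIT3, 0.43 for NCAM1, -0.48 for FSCN1 and -0.44 for FOXJ3. It was -1.48 for NSD3, 0.16 for TLE4 and 0.84 for PLK1, and none of these met the thresholds there. Of the 2197 positive control probe sets, 84 were over 2 log2 higher in both OC arrays than in each other array.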

The volcano plot in Fig. 2A illustrates the significantly expressed genes between OC-treated and control SH-SY5Y cells, with the top 20 differentially expressed genes (DEGs) featuring prominently. Notably, the top upregulated DEG was cell cycle-associated protein 1 (*CAPRIN1*, FC = 87.87), while the top downregulated DEG was ALF transcription elongation factor 4 (*AFF4*) with FC = −9.93, followed by ribosomal protein L29 (*RPL29*, FC = −9.68).

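CAPRIN1, which encodes an RNA-binding protein of proliferating cells, had a log2 signal of 17.18 ± 0.90 (SD, n = 2) in OC-treated cells and 10.72 ± 1.41 (SD, n = 2) in control cells (probe set TC1100007247.hg.1). This is a fold change of 87.8 with an adjusted p of 0.0832 from limma, and the fold change was 44 without control replicate 1, 175 without control replicate 2, 136 without OC replicate 1 and 56.5 without OC replicate 2. Among probe sets with a gene symbol, FADS2, a fatty acid desaturase, came next with a fold change of 68 and EIF4EBP2, a repressor of translation initiation, with 61.9, while a probe set without one, TC1000010725.hg.1, had 77.4. Without control replicate 1, control replicate 2, OC replicate 1 and OC replicate 2 in turn, the log2 fold change was 5, 7.18, 6.59 and 5.58 for FADS2, from 6.09, and 4.57, 7.33, 6.01 and 5.90 for EIF4EBP2, from 5.95. In OC+LPS against LPS, CAPRIN1 had 0.14, FADS2 -0.87 and EIF4EBP2 0.57, and none of them met the thresholds there. H4C3, a replication-dependent histone H4 gene, had a fold change of 58.5, with control arrays at 6.99 and 12.97, and it missed the thresholds without control replicate 1, at a log2 fold change of 2.88, and without OC replicate 1, at 5.38, and had 8.86 without control replicate 2.
RPL29, a protein of the large ribosomal subunit, had the lowest fold change past the thresholds among probe sets with a gene symbol, at -9.68. A probe set without one, TC0500008656.hg.1, had a fold change of -9.92 (unadjusted p = 0.000427 from limma). Whether the paper's value for AFF4 was taken from that probe set is not known here. The log2 signal of RPL29 was 7.70 ± 0.06 (SD, n = 2) with OC and 10.98 ± 0.64 (SD, n = 2) in control, and its unadjusted p was 0.0767 without control replicate 2, 0.0522 without OC replicate 1 and 0.0569 without OC replicate 2. Among probe sets with a gene symbol, CCDC167 came next at -7.58, then the chromatin protein gene MORF4L1 at -7.43, the polyubiquitin gene UBB at -6.47 and SCOC at -6.02. CCDC167 missed the thresholds without control replicate 1, at a log2 fold change of -2.38, and without OC replicate 2, at -1.99, and had -3.85 without OC replicate 1. The thresholds were missed by UBB without control replicate 2, at -1.47, and without OC replicate 1, at -2.27, and by MORF4L1 without any 1 of the control, OC and LPS arrays, at -3.54 to -2.25, while UBB had -3.92 without control replicate 1. AFF4, a scaffold of the super elongation complex, had a log2 fold change of 2.65 (standard error 0.98), a fold change of 6.30, and missed the thresholds without control replicate 1, at 1.20, and without OC replicate 2, at 2.10, and had 4.11 without control replicate 2.

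**Figure D2:**
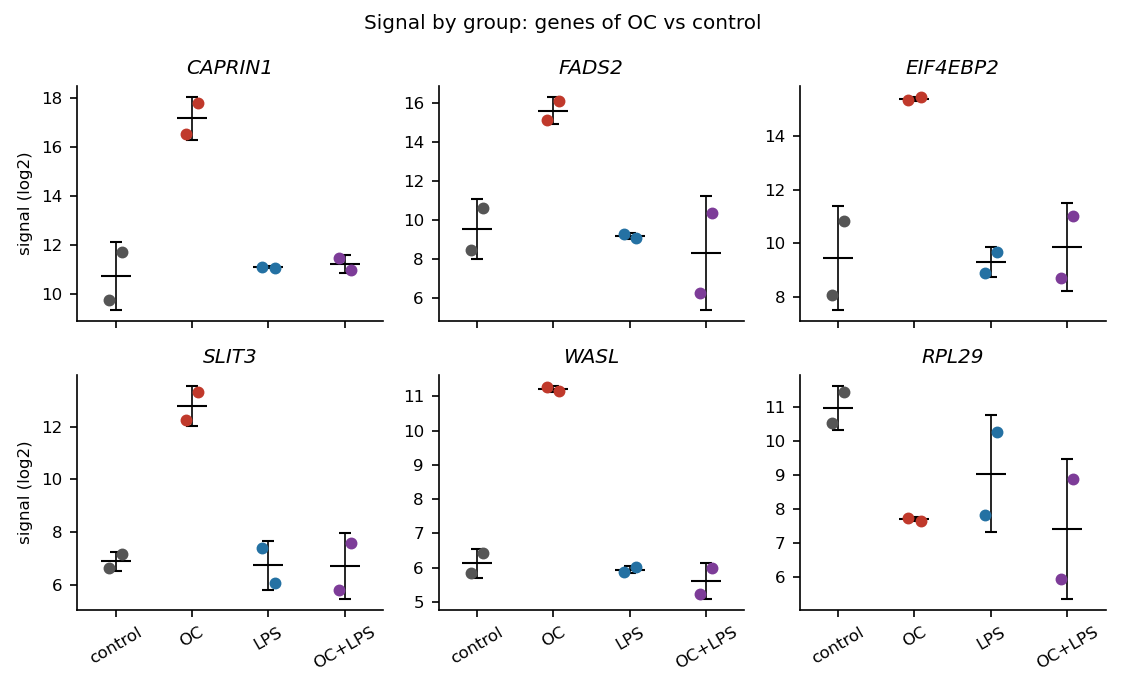
Log2 signal of 6 genes in control, OC, LPS and OC+LPS cells, with points for the 2 arrays of a group and a bar for their mean with its SD. In OC, CAPRIN1 reaches 16.55 and 17.81, while the 6 other arrays lie between 9.73 and 11.72.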

**Fig. 2:**
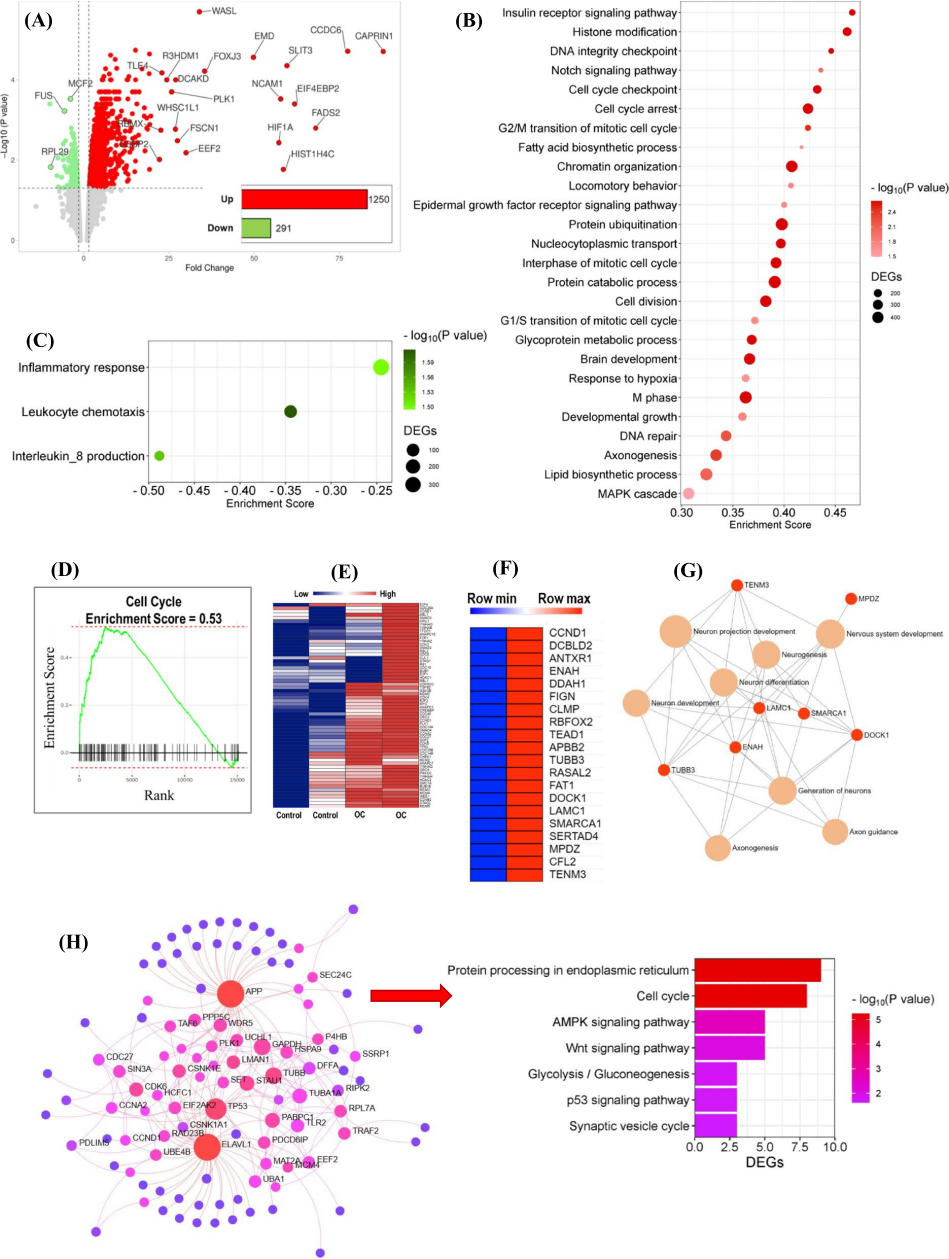
Transcriptomic response of oleacein in SH-SY5Y cells under normal condition. Cells were exposed to 10 µM of oleacein (OC) for 24 hours, followed by RNA isolation from both OC-treated (OC) and untreated (control) conditions, which were subsequently subjected to microarray analysis. **A** A volcano plot illustrating the differentially expressed genes (DEGs) between OC-treated and control SH-SY5Y cells. The vertical axis (y-axis) represents the −log10 *P* value, while the horizontal axis (x-axis) displays the linear fold change. Upregulated genes are depicted in red dots, whereas downregulated genes are shown in green dots. The top 20 DEGs with the largest fold changes are highlighted, along with inset bar graph indicating the number of DEGs. The red bar denotes the count of upregulated DEGs, while the green bar represents the count of downregulated genes. Bubble plots illustrate significantly enriched biological process gene ontology (GOBP) terms, with **B** showing activated GOBP terms and **C** displaying inhibited GOBP terms. The color code represents the significance value (−log10 (*P* value)), the bubble size indicates the number of DEGs in each term, and the x-axis represents the enrichment score. **D** Gene Set Enrichment Analysis (GSEA) plots depict the predicted top activated KEGG pathway, Cell cycle. Heatmaps demonstrate the average signal intensity of **E** 'Cell cycle'-associated genes identified through GSEA analysis, and **F** genes co-expressed with *BDNF*, as identified through ARCHS4 RNA-seq gene-gene co-expression analysis. **G** A bipartite network reveals the interactions between *BDNF*-coexpressed DEGs in OC and the significantly enriched GOBP functional networks associated with them. **H** The PPI network displays the top enriched functional module clustered using the WalkTrap algorithm and the bar graph presents the top enriched GOBPs within the WalkTrap module

To predict OC-induced biological events in SH-SY5Y cells, gene set enrichment analysis (GSEA) was conducted, considering the entire distribution of changes in gene expression and ranking the genes by fold change. Significantly enriched gene ontology biological process (GOBP) terms are depicted in the bubble plots in Fig. 2B and C. Top enriched terms were determined based on enrichment score (ES), with positive scores indicating upregulation/activation and negative scores indicating downregulation/inhibition. 

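Of 27 measured fatty acid synthesis genes, 8 met the thresholds up with OC, none down and 19 neither, with a mean log2 fold change of 1.04. Camera gave this list an adjusted p of 5.84e-05, and with an estimated correlation the call was lost, at an adjusted p of 0.294. The desaturase SCD had a log2 fold change of 3.64, the dehydratase HACD2 one of 3.09 and the fatty acid synthase FASN one of 1.47. Of 36 genes of insulin receptor signaling, 6 met the thresholds up and none down, with a mean of 0.76. Among them, the adaptor and ubiquitin ligase CBL had a log2 fold change of 3.24 and the phosphatase PTPN1, which turns the receptor off, one of 3.06. Of 37 genes of EGFR and ErbB signaling, 8 met the thresholds up and none down, with a mean of 0.61, including the adaptor CRKL at 2.27 and the ubiquitin ligase CBLB at 1.94. Camera gave adjusted p-values of 0.00163 and 0.000192 for the insulin and EGFR lists, and both calls were lost with an estimated correlation, at adjusted p = 0.394 and 0.294. The insulin list also lost its call without control replicate 1, at a mean of 0.48 and an adjusted p of 0.0627. FASN missed the thresholds without control replicate 1, at 1.14, and without OC replicate 1, at 1.11.
The Notch signaling and neuronal development lists were not called by camera, which differs from the paper's enrichment analysis of genes ranked by fold change. Of 34 Notch genes, 2 met the thresholds up, APH1A of the gamma-secretase complex at 2.98 and the coactivator MAML3 at 1.21, while the target gene HES1, below background in all 4 arrays, had a log2 fold change of -0.60. The Notch list had a mean of 0.21 and an adjusted p of 0.504. Of 43 transcription factors and effectors of neuronal development, 10 met the thresholds up and 1 down. The sympathetic regulators GATA2 and GATA3 had log2 fold changes of 2.03 and 1.94 and NFIB one of 3.76, while SOX11, below background in all 4 arrays, had one of -1.20. The mean of this list was 0.49, its median -0.04 and its adjusted p 0.148. Adjusted over the list alone, 3 fatty acid, 4 insulin and 2 EGFR genes had a p under 0.05, and over all probe sets none of the genes in these 5 lists did. MAML3 missed the thresholds without control replicate 1, at 0.83, or either OC array, at 1.16 and 1.25, and SOX11 without OC replicate 2, at -1.14.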

The upregulated GOBP terms included insulin receptor signaling pathway, Notch signaling pathway, fatty acid biosynthetic process, locomotory behavior, epidermal growth factor receptor (EGFR) signaling pathway, and brain development. Importantly, several cell cycle-related GOBP terms were predominant in the upregulated GOBP term lists, such as cell cycle checkpoint, positive regulation of cell cycle, cell cycle arrest, interphase of mitotic cell cycle, M phase of mitotic cell cycle, G1/S transition of mitotic cell cycle, and cell division. 

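Genes of DNA replication and mitosis had a mean log2 fold change of 0.52 in OC-treated cells over 57 measured genes. Of these, 4 met the thresholds up, none down and 53 neither. CCNA2, the cyclin of S phase and G2, had a log2 fold change of 1.71, RRM2, a subunit of ribonucleotide reductase, one of 1.85, and MCM4, of the replicative helicase, one of 1.62. Of 40 genes of the DNA damage checkpoint and repair, 6 met the thresholds up and none down, with a mean of 0.43. RAD17, which loads the checkpoint clamp, had a log2 fold change of 2.34, the clamp subunit HUS1 one of 1.88 and the damage sensor XPC one of 1.10. Camera gave adjusted p = 0.00128 for the replication and mitosis list and 0.00892 for the DNA damage list, and with an estimated correlation adjusted p = 0.619 and 0.494. Adjusted over the list alone, 1 gene of the first list and none of the second had a p under 0.05, as against 0 over all probe sets. Among 1000 random lists of matched brightness, these means stood at the 76.3 and 72.3 percentiles. Without control replicate 1 the replication and mitosis mean was -0.06 and the DNA damage mean 0.19, neither being called, and the DNA damage list was not called without OC replicate 2 either, at 0.22. With the signal range of the arrays as a covariate, chosen after the data were seen, the means were -0.06 and 0.09. CCNA2 met the thresholds whichever array was left out, while RRM2, MCM4, RAD17, HUS1 and XPC missed them without control replicate 1, at 1.33, 0.79, 1.21, 1.25 and 0.86 in that order. MCM4 missed them at 1.56 without OC replicate 1 and 1.69 without OC replicate 2, and RAD17 missed them at 2.08 without OC replicate 1 and 2.61 without OC replicate 2. HUS1 missed them at 1.41 without OC replicate 2, and XPC missed them at 0.83 without OC replicate 1.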

KEGG pathway enrichment analysis showed that 'cell cycle' was significantly upregulated with ES = 0.4673 and *P* value = 0.00005 (Fig. 2D). Indeed, several cell cycle-associated genes exhibited significantly higher expression in OC-treated SH-SY5Y cells compared to non-treated control cells, as shown in the heatmap in Fig. 2E. Conversely, inflammatory response, leucocyte chemotaxis, and interleukin 8 (IL8) production were downregulated (Fig. 2C). 

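Cell cycle regulators had a mean log2 fold change of 0.49 and a median of 0.36 in OC-treated cells, with 87 of 118 measured genes above 0. The list, written after the KEGG cell cycle map, had an enrichment score of 0.562 in a preranked gene set enrichment analysis, where its adjusted p was 0.000877 over 49 lists. By camera the adjusted p was 0.000511, and with an estimated correlation 0.522. The mean stood at the 97.1 percentile of random lists of matched brightness. The list was not called without control replicate 1, at a mean of 0.21 and an adjusted p of 0.316, nor with the covariate for signal range, at 0.16 and 0.47, or after quantile normalization, at 0.20 and 0.0964.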

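Of the cell cycle regulators, 12 met the thresholds up, 2 met them down and 104 met neither. CDC27, a subunit of the anaphase-promoting complex, had a log2 fold change of 3.92, and SKP2, which marks the inhibitor p27 for degradation, had 2.65. CCND1, the D-type cyclin of G1, had 3.69 and PLK1 had 4.69. ANAPC13, another subunit of the anaphase-promoting complex, had a log2 fold change of -1.58, and CDK7, the kinase that activates other cyclin-dependent kinases, had -1.48. After adjustment over the list alone, 3 genes had a p under 0.05, all up, and over all probe sets none did. The members past the thresholds hold both activators of the cycle (CCND1, PLK1, SKP2) and a subunit of the complex that ends mitosis (CDC27). ANAPC13 missed the thresholds without control replicate 1, at -1.09, and without OC replicate 2, at -1.16, and CDK7 without control replicate 2, at -0.99, and without OC replicate 1, at -0.97. In a section heading, the paper states that OC modulated genes of the cell cycle, and it reports enrichment of cell cycle terms and of the KEGG pathway.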

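Cytokines, chemokines and other inflammatory mediators had a mean log2 fold change of -0.22 in OC-treated cells, with 53 of 66 measured genes below 0. TLR2, a receptor for bacterial lipoproteins, was the only member past the thresholds, at -1.06, and CXCL8, which encodes IL8, had a log2 fold change of 0.52 without meeting them. TLR2 missed the thresholds without control replicate 2, at -0.78, and without either OC array, at -1.12 and -1. Both genes were below background in all 4 arrays of the comparison. Camera gave an adjusted p of 0.00856 for the list, and with an estimated correlation the adjusted p was 0.465. Among 51 chemokine receptors and genes of leukocyte chemotaxis, none met the thresholds, with a mean of -0.17 and an adjusted p of 0.065. The scavenging receptor ACKR3, below background, had a log2 fold change of -1.04 and the phosphodiesterase PDE4B one of 1.15. Among 40 regulators of IL8 production, the phosphatase PTPRS met the thresholds up at 1.99 and 1 gene met them down, with a mean of -0.16 and an adjusted p of 0.12. PTPRS missed them without OC replicate 2, at 1.43. Adjusted over the list alone, no gene of these 3 lists had a p under 0.05, nor over all probe sets. The inflammatory list was not called without control replicate 1, at a mean of -0.11, or without OC replicate 2, at -0.12, and the chemotaxis list was called without control replicate 2, at -0.25, or without OC replicate 1, at -0.19. The inflammatory mean was -0.15 after cyclic loess and -0.08 with the covariate for signal range, and it was not called with either.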

Further details of the GSEA analysis can be found in Additional file 1.

Next, the effects of OC on BDNF coexpressed genes were examined. The top 200 genes co-expressed with BDNF were identified using ARCHS4 RNA-seq gene-gene co-expression matrix, and their expression pattern in OC-treated cells was compared with that of control group cells. 

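ANTXR1, a receptor for collagen and anthrax toxin, had a log2 signal that was 3.30 higher with OC (standard error 0.52), and DCBLD2, a neuropilin-like membrane protein, had a log2 fold change of 3.47 (standard error 0.61). ENAH, which extends actin filaments in growth cones, had one of 2.36, the nitric oxide regulator DDAH1 one of 2.35, FIGN, which severs microtubules, one of 2.09, and the splicing factor RBFOX2 one of 1.98. Of 19 genes labelled in Fig. 2F that have a probe set here, 19 had a log2 fold change above 0, and 13 met the thresholds, all up. Those past the thresholds also included CLMP at 1.99, TEAD1 at 1.54, RASAL2 at 1.37, FAT1 at 1.20, LAMC1 at 1.10 and SMARCA1 at 1.02. Among the other 6, the log2 fold changes were 1.18 for DOCK1, whose unadjusted p was 0.0613, 0.96 for CFL2 and for MPDZ, 0.94 for TENM3, 0.27 for APBB2 and 0.02 for SERTAD4. RASAL2, DOCK1, APBB2 and SERTAD4 were below background in all 4 arrays. BDNF had a log2 fold change of -0.34 (standard error 0.57) and NTRK2, which encodes TrkB, one of -0.18 (standard error 0.34), both below background as well. The number past the thresholds was 6 without control replicate 1, 7 without OC replicate 1 and 6 without OC replicate 2, and ANTXR1, DCBLD2, FIGN, CLMP and CCND1 were among them in each case. ENAH missed them at 1.90 without control replicate 1, 2.45 without OC replicate 1 and 2.27 without OC replicate 2, and DDAH1 missed them at 1.90 without control replicate 1 and 1.68 without OC replicate 2. RBFOX2 missed them at 1.43 without control replicate 1, 1.94 without OC replicate 1 and 2.03 without OC replicate 2, and TEAD1 missed them at 1.49 without control replicate 2 and 1.24 without OC replicate 2. RASAL2 missed them at 0.87 without control replicate 1, 1.40 without OC replicate 1 and 1.34 without OC replicate 2, and FAT1 missed them at 1.10 without control replicate 1, 1.30 without control replicate 2, 1.45 without OC replicate 1 and 0.95 without OC replicate 2. LAMC1 missed them at 0.86 without control replicate 1, 0.95 without OC replicate 1 and 1.25 without OC replicate 2, and SMARCA1 missed them at 0.80 without control replicate 1, 1.17 without OC replicate 1 and 0.88 without OC replicate 2. The genes of Fig. 2F were selected in the paper on these same samples, so their count is not independent evidence. A list of neurotrophins, TrkB and their signaling had a mean of 0.35 and was called higher by camera. It was not called with an estimated correlation. Nor was it called without control replicate 1, at 0.21, without OC replicate 1, at 0.37, or without OC replicate 2, at 0.33. Without either OC+LPS array, which alters only the estimate of the spread, it was not called either, at 0.35.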

A total of 19 BDNF coexpressed genes were found to be significantly upregulated (*P <* 0.05, FC > 2) by OC treatment (Fig. 2F). Furthermore, bipartite functional network analysis revealed that BDNF-coexpressed DEGs in the OC-treated group were mainly closely interacting gene sets significantly associated with axon guidance, neuron differentiation, neuron projection development, axonogenesis, and neurogenesis (Fig. 2G).

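Of 36 measured neuronal structural and noradrenergic markers, 13 met the thresholds up with OC, none down and 23 neither, with a mean log2 fold change of 1.16 and a median of 1.07. The list had an adjusted p of 2.95e-06 by camera, and with an estimated correlation the call was lost, at an adjusted p of 0.394. INA, a neurofilament protein, had a log2 fold change of 3.92, and ELAVL4, an RNA-binding protein of neurons, one of 2.87. RBFOX3 and tyrosine hydroxylase (TH), both below background, had log2 fold changes of -0.83 and -0.63. A p under 0.05 adjusted over the list alone was found for 9 genes, and adjusted over all probe sets for none. Among 78 axon guidance cues and receptors, 11 met the thresholds up and 1 down. The repellent cue SLIT1 had a log2 fold change of 2.91 and the ligand EFNB2 one of 2.67, while SEMA3D, below background in all 4 arrays, had one of -1.10 and missed the thresholds without control replicate 2, at -0.94, and without OC replicate 1, at -1.09. This list had a mean of 0.43, a median of 0.02 and an adjusted p of 0.172, and 6 genes had a p under 0.05 adjusted over the list alone. Preranked enrichment called it, at an adjusted p of 0.00117.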

Subsequently, the WalkTrap community detection algorithm was applied to the generic protein-protein interaction (PPI) network to identify the top functional module enriched by OC treatment (Fig. 2H). 

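Genes of AMPK signaling, the kinase pathway that senses low energy, had a mean log2 fold change of 0.68 with OC, and 8 of 42 met the thresholds up and none down. PRKAB1, a regulatory subunit of the kinase, had a log2 fold change of 1.78. The adjusted p of this list was 0.000511 from camera, and with an estimated correlation 0.394. Of 62 Wnt signaling genes, 6 met the thresholds up and none down, with a mean of 0.19, a median of -0.01 and an adjusted p of 0.601. They included DVL3, which relays the signal, at 1.66, the kinase CSNK1A1, which starts the degradation of beta-catenin, at 2.32, and the corepressor TLE3 at 1.29. Of 29 glycolysis genes, 4 met the thresholds up and none down, with a mean of 0.28 and an adjusted p of 0.441. GAPDH, the paper's internal control for real-time PCR, had a log2 fold change of 4.15. In OC+LPS against LPS it had -1.62 and missed the thresholds. In OC against control, GPI had 1.46, the glucose transporter SLC2A1 1.38 and the hexokinase HK1 1.06. TLE3 and HK1 were below background in all 4 arrays. Of 52 genes of the synaptic vesicle cycle, 6 met the thresholds up and none down, with a mean of 0.26 and an adjusted p of 0.287. SYT11 had a log2 fold change of 2.56, the fusion protein SNAP25 1.94, DNM1, which pinches off vesicles, 1.83 and the clathrin adaptor AP2A2 1.68. Adjusted over the list alone, 1 AMPK, 1 Wnt, 1 glycolysis and no synaptic vesicle gene had a p under 0.05, and none did over all probe sets. PRKAB1, TLE3, GAPDH, SNAP25 and AP2A2 met the thresholds whichever array was left out. DVL3 missed them at 1.42 without OC replicate 2, and CSNK1A1 missed them at 1.65 without control replicate 1 and 2.27 without OC replicate 2. GPI missed them at 1.07 without OC replicate 2, and SLC2A1 missed them at 1.44 without control replicate 1, 1.33 without control replicate 2, 1.28 without OC replicate 1 and 1.48 without OC replicate 2. HK1 missed them at 0.73 without control replicate 2 and 0.77 without OC replicate 1, and SYT11 missed them at 1.75 without control replicate 1. DNM1 missed them at 1.56 without control replicate 1 and 1.69 without OC replicate 2.

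**Figure D3:**
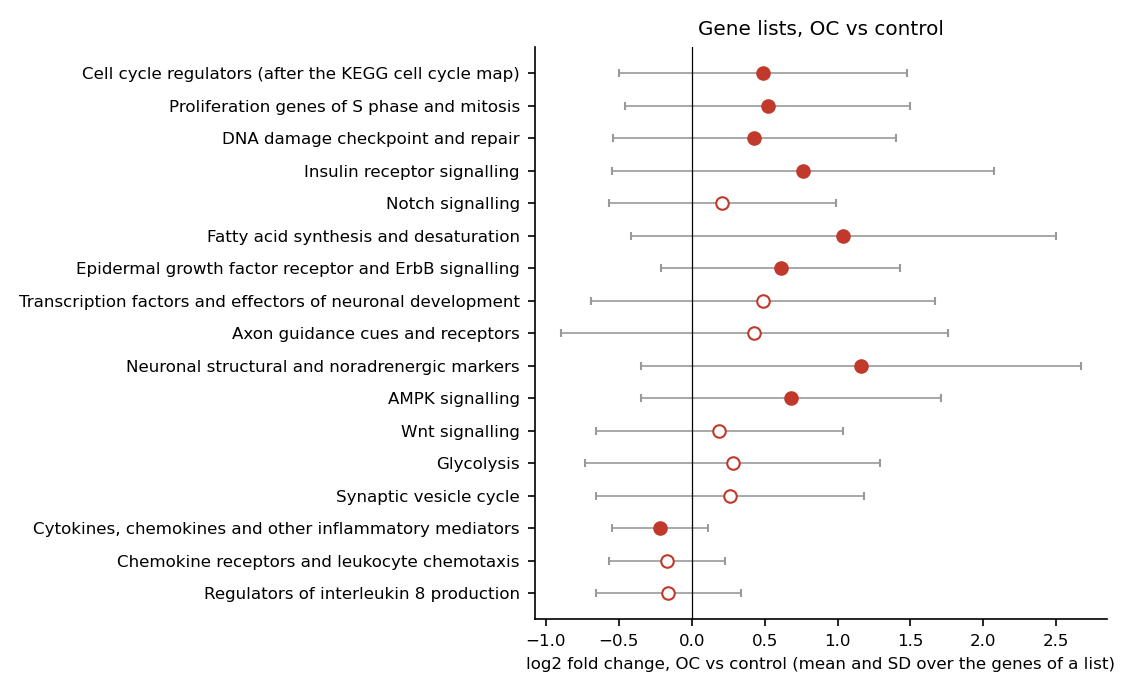
Mean log2 fold change of 17 gene lists in OC-treated against control cells, with bars for the SD over the genes of a list. Filled points mark an adjusted p under 0.05 from camera with the preset correlation. Camera does not match lists for brightness. The neuronal markers lie highest, at 1.16, and the inflammatory mediators lowest, at -0.22.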

GOBP functional network enrichment analysis highlighted cell cycle as the most consistent term, followed by the AMPK signaling pathway, Wnt signaling pathway, glycolysis, and synaptic vesicle cycle.

### DNA microarray analysis showed oleacein mitigated LPS-induced inflammatory response in SH-SY5Y cells

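The LPS and OC+LPS groups were processed with the other arrays of the series, and each has 2 arrays. LPS, a component of the outer membrane of Gram-negative bacteria, was given at 5 µg/ml for 24 h, alone or with OC. The positive and negative control medians lay 1.99 and 2.29 log2 apart in the LPS arrays, 1.2 apart in OC+LPS replicate 1 and 3.07 apart in OC+LPS replicate 2. Above background were 6.11% and 8.63% of the probe sets in the LPS arrays, and 2.02% and 14.5% in the OC+LPS arrays. Across probe sets, the correlation between the arrays of a group was 0.739 for OC+LPS, 0.839 for LPS, 0.88 for control and 0.952 for OC.
LPS alone against control was compared as a reference. H4C3 had a fold change of 31.4, and missed the thresholds without control replicate 1, at a log2 fold change of 1.98, without either LPS array, at 5.32 and 4.62, and without either OC array, where its unadjusted p was 0.051. Without control replicate 2 its log2 fold change was 7.96. The ATP synthase subunit ATP5F1A had a fold change of -9.48 and the cyclin CCNJ one of -10.2. ATP5F1A had a log2 fold change of -3.25 with all arrays, -2.56 without control replicate 1 and -3.93 without control replicate 2. In log2 fold changes, CCNJ missed the thresholds at -3.14 without control replicate 1 and -2.34 without LPS replicate 1. CCNJ had -4.38 without LPS replicate 2. Of 66 inflammatory mediators, 3 met the thresholds up and none down: the chemokine CCL2 at a log2 fold change of 1.60, the cytokine IL1A at 1.21 and the nitric oxide synthase NOS2 at 1.13. CCL2 missed them at 1.43 without control replicate 1 and 1.10 without LPS replicate 1, and IL1A missed them at 1.05 without control replicate 2 and 0.74 without LPS replicate 1. NOS2 missed them at 0.89 without control replicate 2, 1.13 without either OC array, 1.28 without LPS replicate 1 and 0.98 without LPS replicate 2. The mean of the 66 mediators was 0.15 with an adjusted p of 0.169 from camera, and it was called without control replicate 1, at 0.25. Of 23 genes of LPS recognition and TLR4 signaling, IKBKB, a kinase that activates NF-κB, met the thresholds at 1.51, and the list had a mean of 0.24 and an adjusted p of 0.115. IL1A, NOS2 and IKBKB were below background in all 4 arrays of the comparison. At the paper's thresholds, 457 probe sets were up and 608 down with LPS, of which 42.9% were up, and this share was 33.6% with equal array medians, 61.8% without LPS replicate 1 and 58.6% without LPS replicate 2. None had an adjusted p under 0.05 by limma, and 1314 had an unadjusted p under 0.05. The count up was 965 without LPS replicate 2, and the count down was 927 without control replicate 1, 397 without LPS replicate 1 and 923 without either OC+LPS array.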

We examined the effects of OC in an in vitro neuroinflammation model induced by LPS in SH-SY5Y cells. Compared to the LPS-induced untreated group (LPS), the group co-treated with OC and LPS (OC+LPS) exhibited differential expression in 1,154 genes (*P <* 0.05, FC > 2). Among these DEGs, 591 were upregulated and 563 were downregulated (Fig. 3A). 

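PPM1B, a phosphatase that acts on stress kinases, had the smallest p in OC+LPS against LPS, with a log2 signal of 9.42 ± 0.12 (SD, n = 2) and 6.46 ± 0.10 (SD, n = 2). Its log2 fold change was 2.95 with a standard error of 0.34, and its adjusted p from limma was 0.713. RNGTT, the enzyme that caps messenger RNA, had a fold change of 8.15, SERINC1 one of 7.29, the oligosaccharyltransferase subunit STT3B one of 6.67 and the proteasome subunit PSMD1 one of 6.18. STT3B had a log2 fold change of 2.74 with all arrays, 1.98 without OC+LPS replicate 1 and 3.5 without OC+LPS replicate 2. PSMD1 had a log2 fold change of 2.63 with all arrays, 1.89 without OC+LPS replicate 1 and 3.37 without OC+LPS replicate 2. CPSF6, a factor of messenger RNA 3′ processing, had a fold change of -5.47 and the small nuclear ribonucleoprotein SNRPG one of -6.79. In all, 487 probe sets met the thresholds up and 446 down. None had an adjusted p under 0.05 by limma, and 1183 had an unadjusted p under 0.05. Simulated groups with no difference gave 840 probe sets past the thresholds on average, ranging from 777 to 900. This range too leaves out errors shared across an array, and it assumes the same spread in all groups. The total of 933 past the thresholds became 637 with only 2 groups in the fit and 621 with array weights. The count up was 1001 without OC+LPS replicate 1 and 1576 without OC+LPS replicate 2, and the count down was 903 without LPS replicate 2 and 1261 without OC+LPS replicate 2. In log2 fold changes, CPSF6 missed the thresholds at -2.45 without either control array, -2.89 without LPS replicate 1, -2.02 without LPS replicate 2 and -1.07 without OC+LPS replicate 1, and SNRPG missed them at -2.76 without either OC array, -2.04 without LPS replicate 2 and -1.12 without OC+LPS replicate 1. CPSF6 had -3.83 and SNRPG -4.41 without OC+LPS replicate 2, and SNRPG had -3.49 without LPS replicate 1.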

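RPS12, a protein of the small ribosomal subunit, had log2 signals of 15.97 and 12.36 in the OC+LPS arrays and 10.10 and 11.05 in the LPS arrays (probe set TC0600009488.hg.1). Its fold change of 12 had an unadjusted p of 0.0458 and an adjusted p of 0.889, and it missed the thresholds without OC+LPS replicate 1, at a log2 fold change of 1.78, and without either LPS array, at 3.11 and 4.06. Leaving out either OC array, which alters only the estimate of the spread, gave RPS12 an unadjusted p of 0.0662, and without OC+LPS replicate 2 its log2 fold change was 5.39. HEATR1, needed for ribosomal RNA transcription, had a log2 signal of 11.64 ± 0.90 (SD, n = 2) with OC+LPS and 8.16 ± 1.40 (SD, n = 2) with LPS, a fold change of 11.2. IDH3B of the citrate cycle followed with 8.74 and the splicing assembly factor GEMIN6 with 8.17. In log2 fold changes, GEMIN6 missed the thresholds at 1.72 without LPS replicate 1 and 1.85 without OC+LPS replicate 2. It had 4.34 without LPS replicate 2 and 4.21 without OC+LPS replicate 1. HEATR1 had a log2 fold change of 3.48 with all arrays, 2.49 without LPS replicate 1, 4.47 without LPS replicate 2, 4.12 without OC+LPS replicate 1 and 2.84 without OC+LPS replicate 2. IDH3B had a log2 fold change of 3.13 with all arrays, 2.39 without LPS replicate 1, 3.86 without LPS replicate 2, 2.36 without OC+LPS replicate 1 and 3.90 without OC+LPS replicate 2.
H4C3 had a fold change of -23.7, with log2 signals of 12.52 and 8.26 in OC+LPS and of 14.60 and 15.30 in LPS. Its unadjusted p was 0.0472, or 0.0673 without either OC array, and it missed the thresholds without OC+LPS replicate 2, at a log2 fold change of -2.44, without either LPS array, at -4.92 and -4.22, and after cyclic loess, at -4.02, and had -6.70 without OC+LPS replicate 1. The transcription factor USF3 had a fold change of -7.59, CCDC167 one of -5.12 and SEPTIN4 one of -5.30, a second probe set of SEPTIN4 having a log2 fold change of 0.53. Without OC+LPS replicate 1, USF3 and CCDC167 missed the thresholds, at log2 fold changes of -1.60 and -1.56, whereas HEATR1, IDH3B and SEPTIN4 met them whichever array was left out. USF3 missed them at -3.02 without LPS replicate 1 and -2.83 without LPS replicate 2, and CCDC167 missed them at -1.64 without LPS replicate 2. USF3 had -4.25 and CCDC167 -3.16 without OC+LPS replicate 2, and CCDC167 had -3.08 without LPS replicate 1. SEPTIN4 had a log2 fold change of -2.41 with all arrays, -1.70 without LPS replicate 1 and -3.11 without LPS replicate 2.

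**Figure D4:**
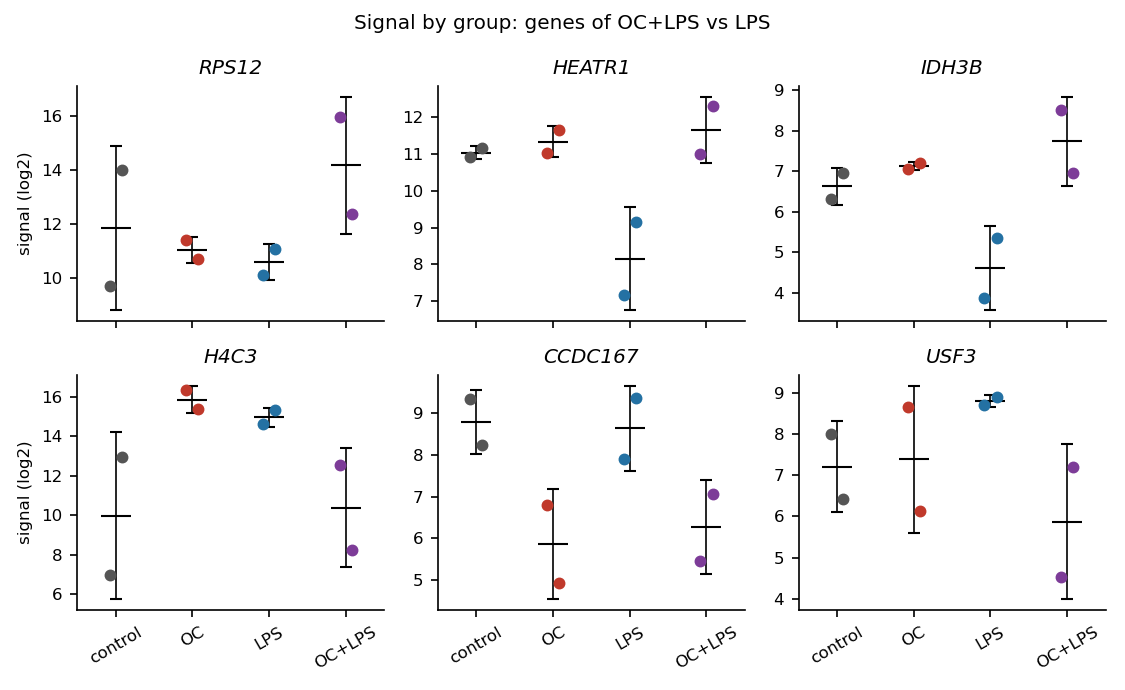
Log2 signal of 6 genes in control, OC, LPS and OC+LPS cells, with points for the 2 arrays of a group and a bar for their mean with its SD. H4C3 lies at 14.60 and 15.30 in LPS and spreads from 8.26 to 12.52 in OC+LPS.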

Notably, the top upregulated DEG was ribosomal protein S12 (*RPS12*, FC = 12.07), while the top downregulated DEG was histone cluster 1, H4c (*HIST1H4C*, FC = −23.69).

**Fig. 3:**
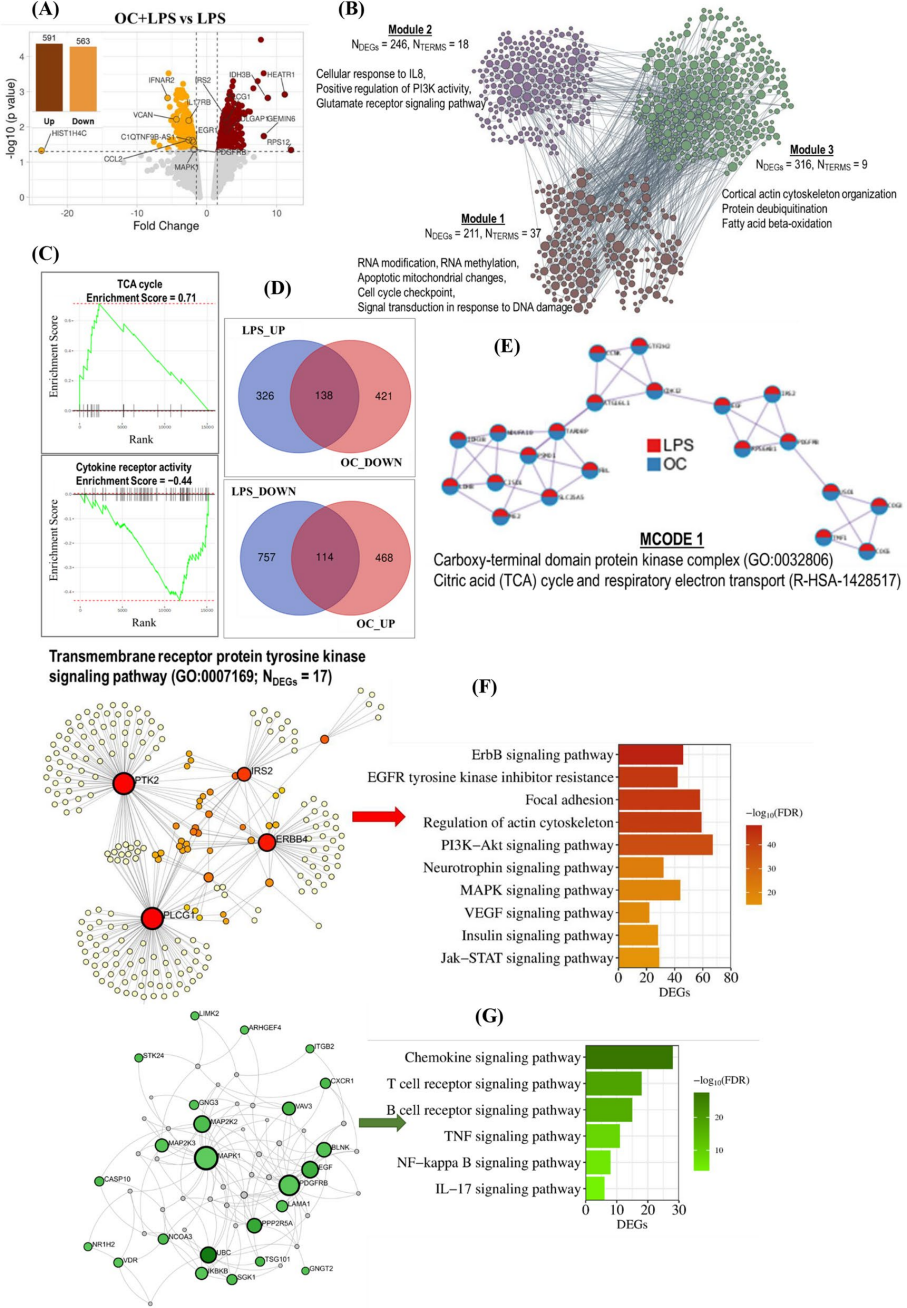
Transcriptomic response of oleacein in LPS-induced neuroinflammatory condition in SH-SY5Y cells. Cells were treated with 10 µM oleacein (OC) and 5 µg/ml LPS for 24 hours, after which RNA was isolated from both the LPS-treated group and the OC and LPS co-treated group (OC+LPS), and microarray analysis was conducted. **A** A volcano plot illustrating the differentially expressed genes (DEGs) between OC+LPS condition and LPS condition. The vertical axis (y-axis) represents the −log10 *P* value, while the horizontal axis (x-axis) displays the linear fold change. Upregulated genes are represented by brown dots, while downregulated genes are shown in orange dots. The top 20 DEGs with the largest fold changes are highlighted, and inset bar graph indicates the number of DEGs, with brown bar denoting the number of upregulated DEGs and orange bar representing the number of downregulated genes. **B** Functionally clustered modules by the DEGs based on shared k-nearest neighbors and the Louvain community-finding algorithm using the HumanBase public database. Significantly enriched Gene Ontology biological process (GOBP) terms of each module are presented, with N_TERMs_ indicating the number of enriched GOBP terms in each module and N_DEGs_ representing the number of DEGs in each module. **C** Gene Set Enrichment Analysis (GSEA) plots depict the predicted top activated KEGG pathway, TCA cycle, and top downregulated molecular function ‘Cytokine receptor activity’. **D** Venn diagrams depict the count of shared DEGs exhibiting opposite expression patterns between the LPS and OC+LPS conditions, meaning they were upregulated in one condition but downregulated in the other, and vice versa. **E** The functional network shows densely connected DEGs in both the LPS vs Control and OC+LPS vs LPS conditions created by applying the MCODE algorithm. Network nodes are displayed as pies, with red representing the LPS vs Control gene list and blue representing the OC+LPS vs LPS condition gene list. **F** Functional enrichment network of the upregulated DEGs in the OC+LPS vs LPS condition associated with the transmembrane receptor protein tyrosine kinase signaling pathway (GO:0007169). The bar graph displays the significantly enriched KEGG pathways in the network, with color coding indicating the significance (−log10 (FDR)). **G** Functional enrichment network of the downregulated DEGs in the OC+LPS vs LPS condition. The bar graph represents the significantly enriched KEGG pathways in the network, with color coding indicating the significance (−log10 (FDR))

We then identified functionally clustered genes based on shared k-nearest-neighbors (SKNN) and the Louvain community finding algorithm using the HumanBase public database, allowing for network-based functional interpretation of the OC-modulated DEGs under inflammatory conditions (Fig. 3B). Each module comprised tightly connected genes with a co-membership score > 0.9, and for each module, gene ontology biological process (GOBP) terms were detected for functional enrichment. Module 1, consisting of 211 functionally connected DEGs, enriched 37 GOBP terms, including RNA modification, RNA methylation, apoptotic mitochondrial changes, cell cycle checkpoint, and signal transduction in response to DNA damage. 

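Of all 21448 probe sets, 933 met the thresholds in OC+LPS against LPS, and 840 on average in simulated groups with no difference. A few enzymes that modify RNA met them, in both directions. Of 59 measured, 2 met the thresholds up, the pseudouridine synthase PUS3 at a log2 fold change of 1.78 and METTL2A at 1.45, which methylates transfer RNA. TRMT5 at -1.31 and METTL1 at -1.25, both transfer RNA methyltransferases, were among the 3 that met them down. The mean was 0.01. Among 118 cell cycle regulators, 7 met the thresholds up and 2 down, with a mean of 0.01. ORC5 and ORC3 of the origin recognition complex had log2 fold changes of 2.21 and 2.14, ANAPC13 had 1.65, and CDC16 of the same complex as ANAPC13 had -1.50. Of 40 DNA damage genes, CLSPN, which relays the replication checkpoint, was the only one past the thresholds, at 1.23, and the list had a mean of -0.05. Each of these 3 lists had an adjusted p of 1 from camera, and no gene had a p under 0.05 adjusted over the list alone or over all probe sets. Without OC+LPS replicate 1 the cell cycle list was called, at a mean of 0.45 and an adjusted p of 0.00838. Of the genes named here, PUS3 and ORC3 met the thresholds whichever array was left out. METTL2A missed them at 1.20 without LPS replicate 1, 1.71 without LPS replicate 2 and 0.77 without OC+LPS replicate 1, and TRMT5 missed them at -1.39 without LPS replicate 1, -1.24 without LPS replicate 2 and -1.29 without OC+LPS replicate 1. METTL1 missed them at -0.71 without LPS replicate 2 and -0.89 without OC+LPS replicate 2, and ORC5 missed them at 1.60 without LPS replicate 1 and 1.54 without OC+LPS replicate 2. ANAPC13 missed them at 1.42 without LPS replicate 2, and CDC16 missed them at -1.24 without LPS replicate 2 and -1.29 without OC+LPS replicate 1. CLSPN missed them at 0.71 without LPS replicate 2, 1.23 without OC+LPS replicate 1 and 1.22 without OC+LPS replicate 2. METTL2A, TRMT5 and METTL1 were below background in all 4 arrays of the comparison.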

Module 2 (DEGs = 246) enriched terms related to cellular response to IL8, positive regulation of PI3K activity, and glutamate receptor signaling pathway. 

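Genes tied to IL8 and to glutamate signaling met the thresholds singly in OC+LPS against LPS. Of 40 regulators of IL8 production, HMOX1, which degrades heme, met them up at a log2 fold change of 1.41 and the fungal receptor CLEC7A down at -1.08. This list had a mean of -0.09 and an adjusted p of 1. Of 36 glutamate receptors and their scaffolds, the AMPA receptor subunit GRIA2 met the thresholds up at 1.49 and the kainate receptor subunit GRIK3 down at -1.23. This list had a mean of 0.03 and an adjusted p of 1. Of 48 genes of PI3K-Akt signaling, 3 met the thresholds up and 2 down, with a mean of 0.00 and an adjusted p of 1. The ribosomal S6 kinase RPS6KB1 had a log2 fold change of 2.24 and the kinase SGK3 one of 1.25. No gene of the 3 lists had a p under 0.05 adjusted over the list alone or over all probe sets. Whichever array was left out, HMOX1 and RPS6KB1 met the thresholds. CLEC7A missed them at -1.15 without LPS replicate 1, -1 without LPS replicate 2 and -0.85 without OC+LPS replicate 2, and GRIA2 missed them at 0.82 without LPS replicate 1 and 1.33 without OC+LPS replicate 2. GRIK3 missed them at -1.01 without LPS replicate 2, and SGK3 missed them at 1.13 without LPS replicate 1 and 0.81 without OC+LPS replicate 1. HMOX1, CLEC7A, GRIK3 and SGK3 were below background in all 4 arrays of the comparison.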

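A few genes of fatty acid β-oxidation met the thresholds in both directions in OC+LPS against LPS, where 933 of all 21448 probe sets met them. Of 38 measured, 3 met the thresholds up, the peroxisomal enzyme HSD17B4 at a log2 fold change of 2.23, the mitochondrial thiolase ACAA2 at 2.18 and the peroxisomal transporter ABCD3 at 1.63. HSD17B10 at -1.83 and ECHS1 at -1.16, both mitochondrial, met them down, and the mean of the list was 0.11. Of 58 deubiquitinating enzymes, USP38 met the thresholds up at 1.44, and 2 met them down, among them UCHL3 at -1.84. Their mean was -0.01. Of 45 genes of the cortical actin cytoskeleton, 2 met the thresholds down and none up, ARPC4 of the Arp2/3 complex at -1.38 and the kinase LIMK2 at -1.04, with a mean of -0.05. All 3 lists had an adjusted p of 1. No gene had a p under 0.05 adjusted over the list alone or over all probe sets. Without OC+LPS replicate 2 the actin list was called, at a mean of -0.47. Of the genes named here, only ABCD3 met the thresholds whichever array was left out. HSD17B4 missed them at 1.67 without LPS replicate 1 and 1.80 without OC+LPS replicate 2, and ACAA2 missed them at 2.18 without either OC array, 1.76 without LPS replicate 1, 2.61 without LPS replicate 2 and 0.71 without OC+LPS replicate 2. HSD17B10 missed them at -1.39 without LPS replicate 2 and -0.78 without OC+LPS replicate 1, and ECHS1 missed them at -1.16 without either OC array, -1.32 without LPS replicate 1, -0.99 without LPS replicate 2 and -0.66 without OC+LPS replicate 2. USP38 missed them at 0.97 without LPS replicate 1 and 0.81 without OC+LPS replicate 1, and UCHL3 missed them at -1.33 without LPS replicate 2 and -0.97 without OC+LPS replicate 2. ARPC4 missed them at -1.30 without LPS replicate 2 and -1.07 without OC+LPS replicate 1, and LIMK2 missed them at -1.04 without either control array, -1.04 without either OC array, -0.61 without LPS replicate 2 and -0.72 without OC+LPS replicate 1. ECHS1, USP38, ARPC4 and LIMK2 were below background in all 4 arrays of the comparison.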

Module 3 (DEGs = 316) enriched terms such as cortical actin cytoskeleton organization, protein deubiquitination, and fatty acid β-oxidation.

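Citrate cycle enzymes had a mean log2 fold change of 0.41 in OC+LPS against LPS, with 19 of 26 measured genes above 0. Of these, 3 met the thresholds up, none down and 23 neither. IDH3B, a subunit of isocitrate dehydrogenase, had a log2 fold change of 3.13 (standard error 0.65), the cytosolic malate dehydrogenase MDH1 one of 1.36 and the mitochondrial MDH2, below background in these 4 arrays, one of 1.20. In LPS against control the same list had a mean of -0.42, with 4 genes past the thresholds down and none up, including MDH2 at -2.34 and IDH3A at -1.41. Both comparisons contain the LPS arrays, with opposite sign, so opposite means can arise without an effect of OC. The adjusted p from limma's camera was 0.115 in OC+LPS against LPS and 0.0912 in LPS against control. Preranked enrichment gave a score of 0.584 and an adjusted p of 0.042 in OC+LPS against LPS. In each comparison, 1 gene had a p under 0.05 adjusted over the list alone, and over all probe sets none did. Without OC+LPS replicate 1 the list was called in OC+LPS against LPS, at a mean of 0.62 and an adjusted p of 0.0101, while without OC+LPS replicate 2 its mean was 0.20, with an adjusted p of 0.584. Without control replicate 1 the list was called in LPS against control, at -0.70 and 0.00668. In OC+LPS against LPS, MDH1 missed the thresholds at 1.28 without LPS replicate 1, 1.45 without LPS replicate 2 and 0.87 without OC+LPS replicate 1, and MDH2 missed them at 1.23 without LPS replicate 1, 1.16 without LPS replicate 2 and 0.87 without OC+LPS replicate 2.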

GSEA analysis revealed that among the top enriched upregulated KEGG pathways was the citrate cycle (TCA cycle) with an ES of 0.5004 and a *P* value of 0.01. The top enriched molecular function included cytokine receptor activity (ES = −0.4305 and *P* = 0.001) (Fig. 3C).

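Cytokine receptors had a mean log2 fold change of -0.09 in OC+LPS against LPS over 71 measured genes, of which 1 met the thresholds up and 3 met them down. IFNAR2, a chain of the type I interferon receptor, had a log2 signal of 3.96 ± 0.16 (SD, n = 2) with OC+LPS and 6.45 ± 0.81 (SD, n = 2) with LPS, a log2 fold change of -2.49. IL17RB, a receptor for IL17 cytokines, had a log2 fold change of -1.37 and CXCR1, a receptor for IL8, one of -1.30, while CRLF2, a receptor chain for the cytokine TSLP, had one of 1.20. All 4 were below background in each of the 4 arrays of the comparison. By camera the adjusted p was 1, and by preranked enrichment it was 0.823, with a score of -0.301. No member had a p under 0.05 adjusted over the list alone or over all probe sets. The mean was -0.02 without LPS replicate 1, -0.16 without LPS replicate 2, -0.18 without OC+LPS replicate 1 and 0.01 without OC+LPS replicate 2, and it was called in none of these. CXCR1 missed the thresholds without any 1 of the OC, LPS or OC+LPS arrays, at -1.49 to -1.11, and CRLF2 without LPS replicate 2, at 0.71, or OC+LPS replicate 2, at 1.09, whereas IFNAR2 and IL17RB met them whichever array was left out.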

To investigate whether OC could counteract LPS-induced gene expression, we employed Venn diagrams. 

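H4C3, EGF and CCNK met the thresholds up in LPS against control and down in OC+LPS against LPS. EGF, a growth factor, had log2 fold changes of 1.5 and -1.60 in these comparisons and was below background in their arrays, and CCNK, the cyclin of CDK12, had 1.16 and -1.54. LDHB, a subunit of lactate dehydrogenase, and SLC25A5, an ADP/ATP carrier of mitochondria, went the other way, with log2 fold changes of -2.35 and 2.39 for LDHB and of -1.45 and 1.16 for SLC25A5. Of the probe sets past the thresholds, 170 were up with LPS and down with OC+LPS, and 124 were down with LPS and up with OC+LPS. None went the same way in both comparisons. EGF met the thresholds in both whichever array was left out, while LDHB and SLC25A5 missed those of the first without control replicate 2, at -1.62 and -0.95, and those of the second without LPS replicate 1, at 1.68 and 1. In the first comparison, LDHB missed them at -2.35 without either OC array and -1.63 without LPS replicate 1, and CCNK missed them at 0.44 without control replicate 1, 1.16 without either OC array, 0.94 without LPS replicate 1, 1.38 without LPS replicate 2 and 1.16 without either OC+LPS array. In the second, LDHB missed them at 1.68 without LPS replicate 1 and 1.07 without OC+LPS replicate 2, and SLC25A5 missed them at 1 without LPS replicate 1 and 1 without OC+LPS replicate 1. CCNK missed them at -1.32 without LPS replicate 1 and -1.46 without OC+LPS replicate 1. Independent lists of these sizes would share 9.5 and 13.8 probe sets. Both comparisons contain the LPS arrays, and simulated groups with no difference shared 96.9 (71 to 134) and 98.7 (70 to 129) probe sets. These ranges leave out errors shared across an array. They also assume the same spread in all groups, while the SD within a group was 0.41 for OC and 0.8 for OC+LPS. The first count was 120 with only 2 groups in the fit and 124 with array weights. The simulations were not repeated in those settings. Across probe sets, which are not independent replicates, the effects of the 2 comparisons had a correlation of -0.47, against -0.501 in simulated groups, and with 1 LPS array in each comparison the correlation was 0.0338 or -0.0703. The first count was 301 without LPS replicate 1 and 545 without LPS replicate 2, and the second was 77 without control replicate 2, 209 without LPS replicate 2 and 367 without OC+LPS replicate 1.

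**Figure D5:**
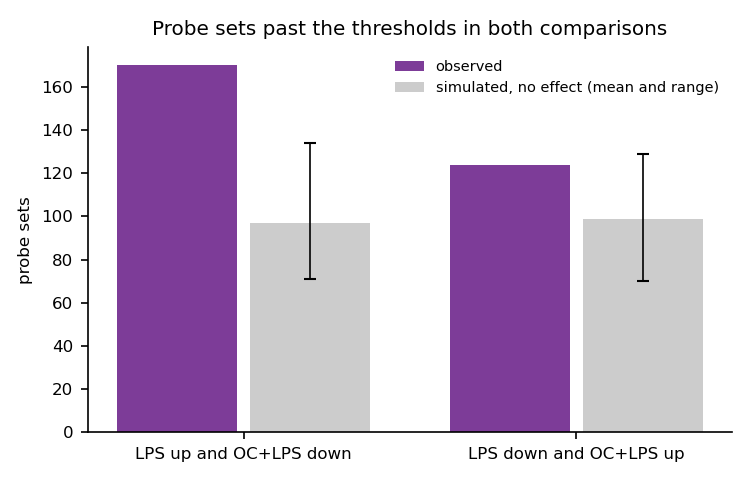
Number of probe sets past the thresholds in opposite directions in LPS against control and OC+LPS against LPS (purple), beside the mean of 100 simulations with no difference between groups (grey, with their range). The observed 170 lies above the highest simulated count of 134, and the observed 124 within its range. The simulations leave out errors shared across an array and assume the same spread in all groups. The count of 170 became 120 with only 2 groups in the fit and 124 with array weights.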

We found that OC treatment downregulated the expression of 138 genes that were upregulated in the LPS-induced condition, while OC upregulated the expression of 114 genes that were downregulated in the LPS-induced condition (Fig. 3D). Furthermore, we used the MCODE algorithm to identify neighborhoods where proteins were densely connected. 

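Kinase complexes of the RNA polymerase II carboxy-terminal domain and TFIIH had a mean log2 fold change of -0.52 in LPS against control, with 1 of 22 measured genes past the thresholds up and 6 down. CDK7, the kinase of TFIIH, had a log2 fold change of -2.19. The adjusted p from limma's camera was 0.055, and the list was called without control replicate 1, at a mean of -0.86, and without either OC array or either OC+LPS array, at adjusted p = 0.0464 and 0.025 and the same mean of -0.52. In OC+LPS against LPS the mean was 0.13 with an adjusted p of 1, and CCNK was the only member past the thresholds. CDK12, the partner kinase of CCNK, had log2 fold changes of 0.57 and -0.43 in these comparisons and met the thresholds in neither. IDH3B had a log2 signal of 4.62 ± 1.04 (SD, n = 2) with LPS, 6.63 ± 0.45 (SD, n = 2) in control and 7.75 ± 1.09 (SD, n = 2) with OC+LPS. NDUFA10, of complex I, had log2 fold changes of -0.11 and 0.02, and both it and CDK12 were below background in the arrays of these comparisons. Of 9 genes labelled in Fig. 3E that have a probe set here, 2 met the thresholds up and 3 down in LPS against control, and 4 up and 2 down in OC+LPS against LPS. No gene of the kinase list had a p under 0.05 adjusted over the list alone or over all probe sets in either comparison. CCNK missed the thresholds in LPS against control without any 1 of the 8 arrays except control replicate 2, at 0.44 to 1.38.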

We observed that the commonly regulated genes in opposite directions between the LPS and OC+LPS conditions were related to the protein kinase complex and the TCA cycle (Fig. 3E). Specifically, 17 upregulated DEGs in the OC+LPS group were associated with the transmembrane receptor protein tyrosine kinase signaling pathway (GO:0007169). 

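Receptor tyrosine kinases had a mean log2 fold change of 0.04 in OC+LPS against LPS, and of 55 measured genes 4 met the thresholds up and 1 down. RYK, a Wnt receptor, had a log2 fold change of 1.65, LTK one of 1.16, PTK7 one of 1.05 and the neuregulin receptor ERBB4 one of 1.00, while the collagen receptor DDR2 had one of -1.21. All 5 were below background in each of the 4 arrays of the comparison. Of 4 genes labelled in Fig. 3F that have a probe set here, 3 met the thresholds up. IRS2, an adaptor of the insulin receptor, had a log2 fold change of 1.44 and PLCG1, a phospholipase that these receptors activate, one of 1.48, both below background as well. PTK2, the focal adhesion kinase, also below background, had one of -0.76 and did not meet the thresholds. Camera gave an adjusted p of 1 for the list, whose mean was 0.11 without LPS replicate 1, -0.02 without LPS replicate 2, -0.06 without OC+LPS replicate 1 and 0.14 without OC+LPS replicate 2. No member had a p under 0.05 adjusted over the list alone or over all probe sets. DDR2 and IRS2 met the thresholds whichever array was left out. RYK missed them at 1.42 without LPS replicate 2, and LTK missed them at 1 without LPS replicate 1 and 0.87 without OC+LPS replicate 1. PTK7 missed them at 1.02 without LPS replicate 1, 1.08 without LPS replicate 2 and 0.89 without OC+LPS replicate 2, and ERBB4 missed them at 1 without either OC array, 0.64 without LPS replicate 1, 1.05 without OC+LPS replicate 1 and 0.95 without OC+LPS replicate 2. PLCG1 missed them at 1.06 without LPS replicate 1.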

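Of all 21448 probe sets, 933 met the thresholds in OC+LPS against LPS. Simulated groups with no difference gave 840 on average. A few signaling genes downstream of growth factor receptors were among those that met them. Of 37 genes of EGFR and ErbB signaling, 2 met the thresholds up and 2 down, with a mean of -0.14. Of 50 genes of neurotrophins, TrkB and their signaling, 2 met the thresholds up and 1 down, with a mean of -0.06. BDNF had a log2 fold change of -0.14 (standard error 0.57) and NTRK2 one of -0.23 (standard error 0.34), both below background. Of 57 genes of the MAPK cascade, 4 met the thresholds down and none up, with a mean of 0.00, and the stress kinase MAP3K20 had the lowest p, at a log2 fold change of -1.59 that met them whichever array was left out. Of 30 JAK-STAT genes, SOCS4, a suppressor of cytokine signaling, met the thresholds up at 1.71, with a mean of 0.19. SOCS4 missed them without LPS replicate 1, at 0.76, without OC+LPS replicate 1, at 1.05, and without any 1 of the control and OC arrays. MAP3K20 and SOCS4 were below background in all 4 arrays of the comparison. Of 36 insulin signaling genes, 2 met the thresholds up and none down, with a mean of 0.11. Camera gave an adjusted p of 1 for each of the 5 lists, and no member had a p under 0.05 adjusted over the list alone or over all probe sets.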

Functional network enrichment analysis of these 17 genes revealed significant enrichment in pathways such as the ErbB signaling pathway, EGFR tyrosine kinase inhibitor resistance, focal adhesion, PI3K-Akt signaling pathway, neurotrophin signaling pathway, MAPK signaling pathway, VEGF signaling pathway, insulin signaling pathway, and Jak-STAT signaling pathway (Fig. 3F). Conversely, functional enrichment analysis of the downregulated DEGs highlighted several inflammation-related pathways, including the chemokine signaling pathway, T cell and B cell receptor signaling pathways, TNF signaling pathway, NF-кB signaling pathway, and IL17 signaling pathway (Fig. 3G).

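PPP2R5A, a regulatory subunit of the phosphatase PP2A, had a log2 fold change of -1.78 in OC+LPS against LPS, the exchange factor VAV3 one of -1.46, CASP10, an initiator caspase, one of -1.30 and the kinase SGK1 one of -1.24. The MAP kinase kinases MAP2K2 and MAP2K3 had -1.23 and -1.02, and the G protein subunits GNGT2 and GNG3 of chemokine signaling had -1.14 and -1.09. Of 16 genes labelled in Fig. 3G that have a probe set here, 11 met the thresholds down and none up. All 16 were below background in each of the 4 arrays of the comparison, and they were labelled in the paper because of their values in these samples. MAP2K2 missed them at -1.07 without LPS replicate 2, and MAP2K3 missed them at -0.75 without LPS replicate 1. PPP2R5A and SGK1 met the thresholds whichever array was left out. VAV3 missed them without any 1 of the LPS and OC+LPS arrays, at -1.48 to -1.44, CASP10 without LPS replicate 2, at -0.87, and MAP2K2, MAP2K3, GNGT2 and GNG3 without OC+LPS replicate 1, at -1.01, -0.84, -0.92 and -0.93. VDR and IKBKB had log2 fold changes of -0.96 and -0.98 and did not meet the thresholds.
Of 51 genes of NF-κB and TNF signaling, 2 met the thresholds down and none up, CASP10 and the chemokine CCL2, which had a log2 fold change of -1.37 and missed the thresholds without LPS replicate 1, at -0.87, and without OC+LPS replicate 1, at -0.86. The mean of this list was -0.01, 0.10 without LPS replicate 1 or without OC+LPS replicate 2, -0.11 without LPS replicate 2 and -0.12 without OC+LPS replicate 1. Of 57 chemokine signaling effectors, 3 met the thresholds down and none up, with a mean of -0.04. Of 40 genes of T and B cell receptor signaling, 2 met the thresholds up and 1 down, with MALT1, which activates NF-κB in lymphocytes, at 1.53 and a mean of 0.07. MALT1 missed them at 1.53 without either OC array, 1.33 without LPS replicate 1, 1.74 without LPS replicate 2, 1.32 without OC+LPS replicate 1 and 1.75 without OC+LPS replicate 2. Of 43 genes of IL17 signaling, 1 met the thresholds down and none up, with a mean of 0.06. In the inflammatory mediators, complement C5 met them up at 1.60 and 1 gene met them down, with a mean of 0.04. IL6 had a log2 fold change of -0.39 (standard error 0.59), IL1B one of -0.35 (standard error 0.59) and CXCL8 one of -0.38 (standard error 0.33). These 3 genes, C5 and MALT1 were below background in all 4 arrays of the comparison. Camera gave an adjusted p of 1 for each of these 5 lists, and no member had a p under 0.05 adjusted over the list alone or over all probe sets. In a section heading, the paper states that OC mitigated the inflammatory response to LPS in these cells. That section reports enrichment analysis of cytokine receptor activity, genes with opposite changes, and pathways of the downregulated genes. Those gene sets and methods differ from the camera tests of lists given here.

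**Figure D6:**
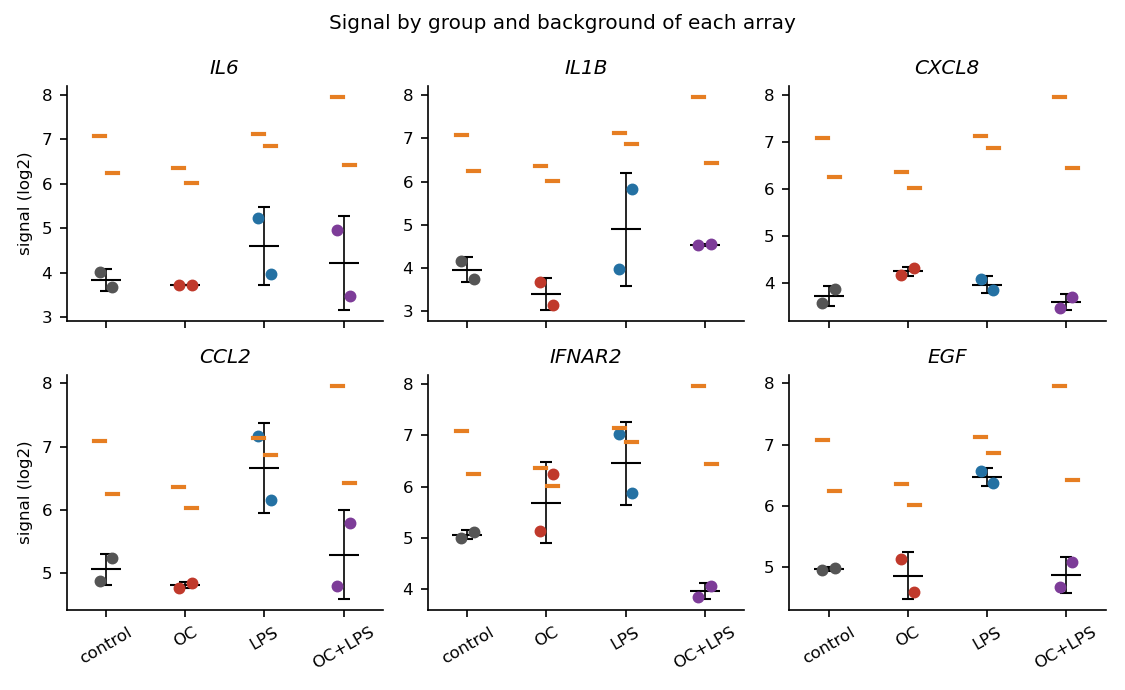
Log2 signal of 6 genes of inflammation and growth factor signaling in control, OC, LPS and OC+LPS cells, with points for the 2 arrays of a group, a bar for their mean with its SD, and an orange dash for the background level of each array (the 95th percentile of its negative controls). IL6, IL1B, CXCL8 and EGF lie below background in all 8 arrays, and CCL2 exceeds it in LPS replicate 1, at 7.16 against 7.13.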

### Oleacein ameliorated LPS-induced depressive-like behavior in ICR mice

To assess the efficacy of OC in alleviating depressive-like symptoms triggered by inflammation, we employed an LPS-induced depression-like model in mice. ICR mice were subjected to oral OC administration for 10 consecutive days. Subsequently, a single intraperitoneal injection of LPS was administered, and the mice's depressive behavior was assessed by measuring immobility time in the TST (Fig. 4A). We used Fluoxetine, a well-known antidepressant drug belonging to the selective serotonin reuptake inhibitors group, as a positive control to compare the effects of OC on depressive behavior.

**Fig. 4:**
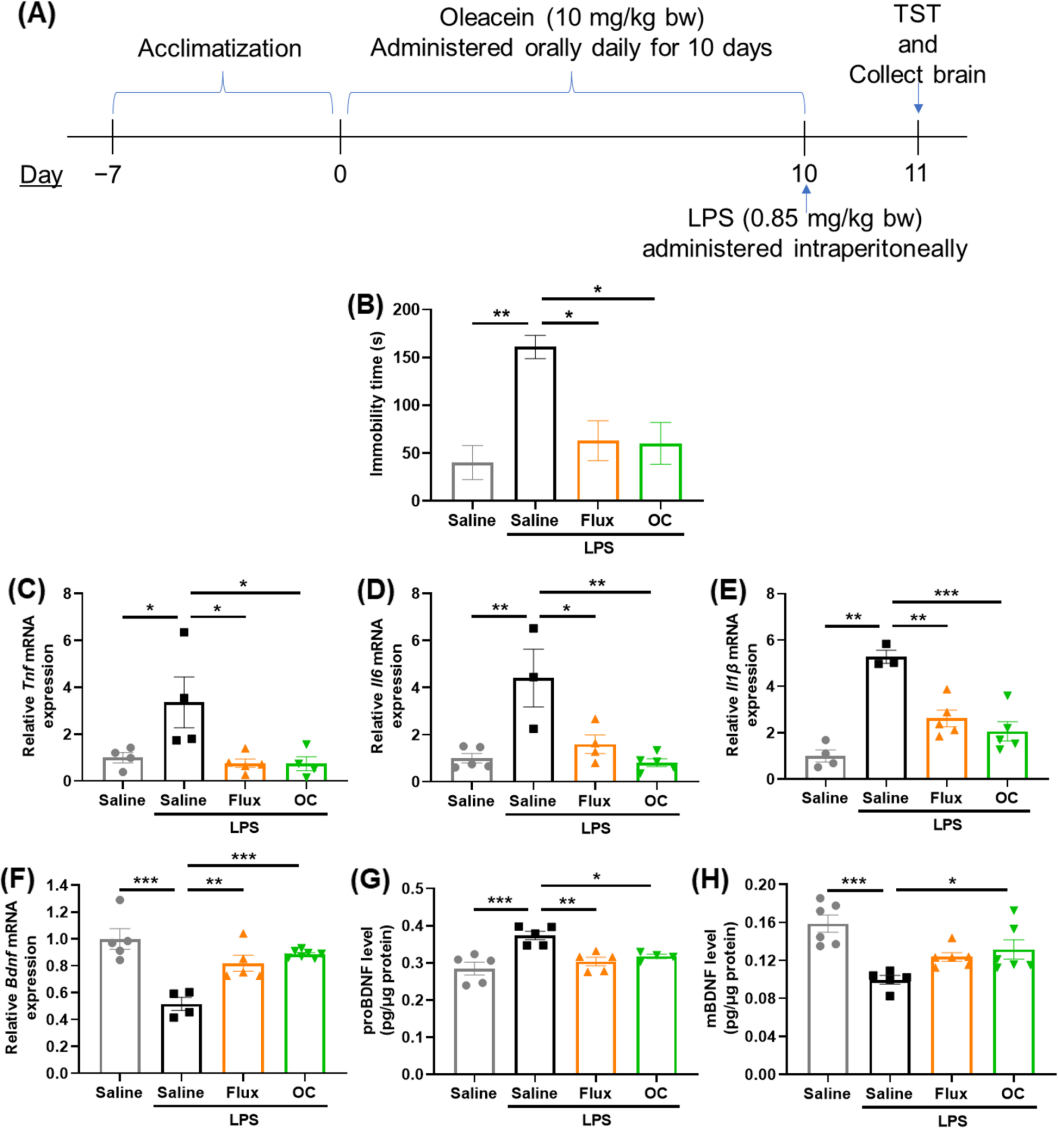
Evaluation of the effects of oleacein on depressive behavior, using the tail suspension test, in mice induced with LPS, and expression analysis of BDNF and inflammatory cytokines in the hippocampus of the brain. **A** Schedule of the behavioral test for the evaluation of the depressive state level in LPS-induced neuroinflammatory mice. **B** The immobility time in tail suspension test. The data are expressed as mean ± SEM. ^*^P < 0.05 vs LPS group. To examine the effect of OC administration on LPS-induced neuroinflammation, the expression levels of key proinflammatory cytokines **C** *Tnfα*, **D** *Il6*, and **E** *Il1β* were examined in the mouse brain hippocampus (*n* = 4~) using real-time qPCR. To examine the effect of OC administration on neurogenesis, **F** *Bdnf* mRNA expression by real-time qPCR, and **G** proBDNF and **H** mBDNF protein expressions by ELISA were examined (*n* = 4~). *P < 0.05, **P < 0.01, ***P < 0.001 compared to control group, by one-way ANOVA followed by Tukey’s post hoc test

LPS-injected ICR mice exhibited a significant increase in immobility time (160.96 + 24.31s; *P* = 0.003) compared to the saline-administered mice in the control group (40.13 + 39.68s). However, oral administration of OC for 10 days prior to the LPS injection could significantly attenuate the LPS-induced increase in immobility time (60.21 + 48.77s; *P* = 0.013), which was even lower than that of the positive control Flux group (62.96 + 46.57s; *P* = 0.016) (Fig. 4B).

### Oleacein reduced the mRNA expression of pro-inflammatory cytokines in the *hippocampus* of mice induced by LPS

We examined the effects of OC administration on proinflammatory cytokines in the hippocampus of LPS-induced mice utilizing RT-qPCR analysis. LPS administration led to a significant increase (3.36 ± 2.16; *P* = 0.047) in Tnf mRNA expression compared to the control group (1.00 ± 0.45) (Fig. 4C). Nevertheless, this increase was notably suppressed by OC administration (0.74 ± 0.60; *P* = 0.026), which was comparable to the positive control Flux group (0.76 + 0.41; *P* = 0.02). Similarly, LPS administration significantly increased *Il6* expression (4.40 ± 2.13; *P* = 0.002) compared to the control group (1.00 ± 0.45) (Fig. 4D), which was significantly mitigated by OC administration (0.81 ± 0.37; *P* = 0.001). Flux administration reduced *Il6* expression as well (1.60 ± 0.79; *P* = 0.011). Finally, regarding Il1β mRNA, LPS administration resulted in a significant increase (5.27 ± 0.49; *P <* 0.001) compared to the control group (1.00 ± 0.52) (Fig. 4E). Yet, OC administration significantly suppressed this increase (2.06 ± 0.93; *P <* 0.001), which was comparable to the positive control Flux group (2.62 ± 0.80; *P =* 0.002). These results suggest that OC could mitigate LPS-induced neuroinflammation in mice brain.

### Oleacein increased BDNF expression in mice *hippocampus*

Next, we examined the effects of OC administration on *Bdnf* expression in the hippocampus of LPS-induced mice utilizing RT-qPCR analysis (Fig. 4F). The findings revealed that LPS administration significantly reduced (0.52 ± 0.10; *P <* 0.001) the expression of *Bdnf* compared to the control group (1.00 ± 0.17). However, similar to Flux group (0.82 ± 0.13; *P =* 0.005), OC treatment significantly reversed this decrease (0.89 ± 0.03; *P <* 0.001) (Fig. 4G).

Recently, there has been growing interest in the role of proBDNF, a precursor of mature BDNF (mBDNF), in the central nervous system. ProBDNF specifically binds to the p75 neurotrophin receptor (p75NTR), leading to neuronal apoptosis and enhanced long-term depression (LTD) of neurotransmission. Notably, proBDNF exhibits biological responses that are opposite to those of mBDNF [31]. Therefore, we measured both proBDNF and mBDNF levels in the mouse hippocampus using commercially available ELISA kits (Fig. 4G, H).

The results showed that LPS injection significantly increased proBDNF levels (0.37 ± 0.03 pg/μg protein; *P <* 0.001) compared to the control group (0.28 ± 0.04 pg/μg protein). However, OC administration significantly attenuated this increase (0.32 ± 0.02 pg/μg protein; *P* = 0.038), which was comparable to Flux group (0.30 ± 0.03; *P* = 0.006). On the other hand, mBDNF levels were significantly reduced (0.10 ± 0.01 pg/μg protein; *P <* 0.001) by LPS injection compared to the control group (0.16 ± 0.02 pg/μg protein). However, OC administration significantly reversed this decrease (0.13 ± 0.03 pg/μg protein; *P* = 0.048), comparable to Flux group (0.12 ± 0.01; *P* = 0.18).

### Transcriptomics analysis showed oleacein mitigated neuroinflammation in mice brain *hippocampus*

Next, we investigated the transcriptomic changes in the mouse hippocampus induced by OC in response to LPS-induced neuroinflammation. A total of 22,203 probe IDs were identified in the Clariom S Assay Mouse Array. Comparing the LPS and control (saline-administered) groups revealed differential expression in 691 genes (*P* value < 0.05, FC > 2), with 168 upregulated and 523 downregulated genes. Conversely, between the OC+LPS and LPS groups, 219 genes showed differential expression, with 113 significantly upregulated and 106 downregulated (Fig. 5A).

**Fig. 5:**
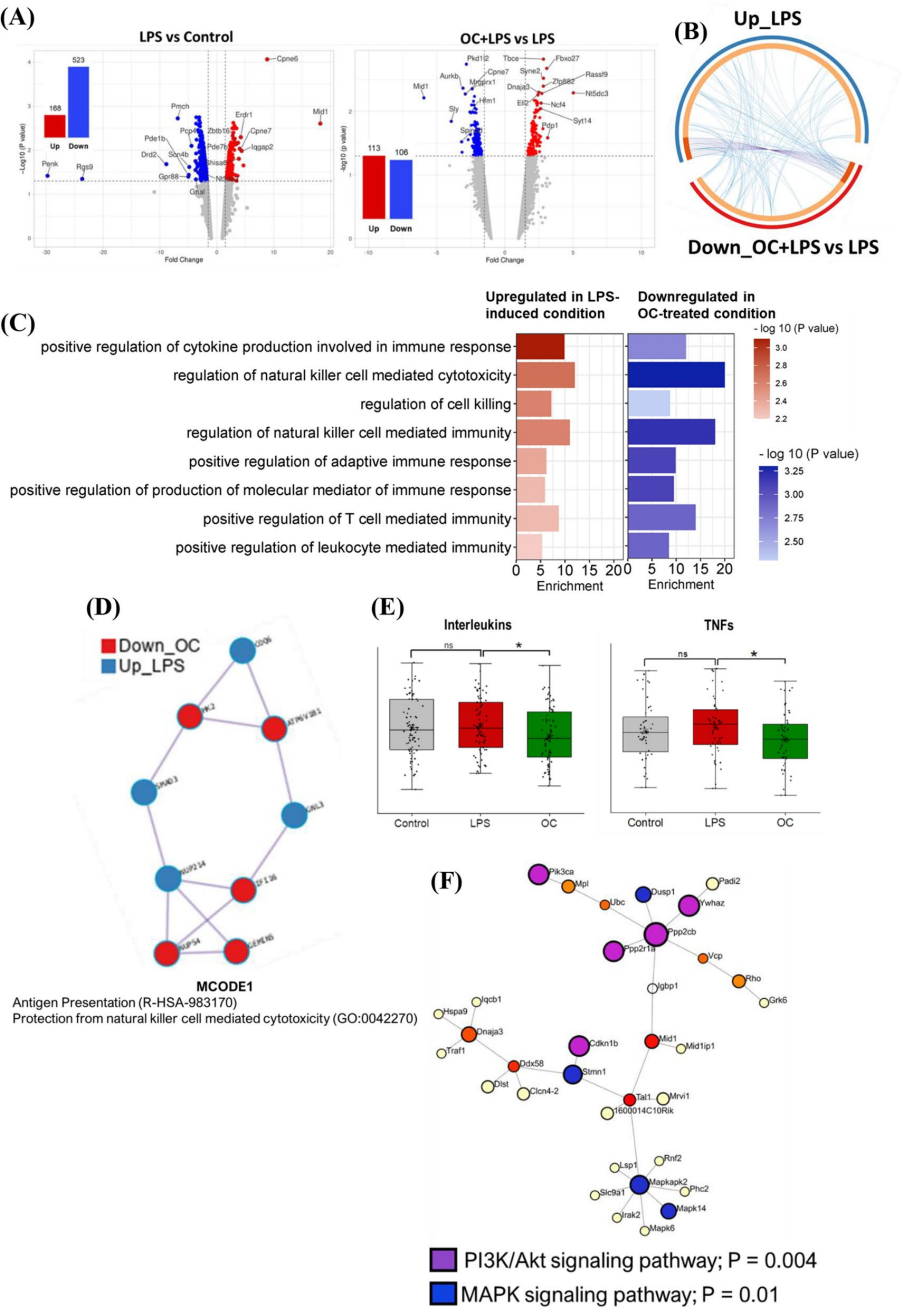
Transcriptome-wide effects of oleacein in mice hippocampus of LPS-induced depression model mice. **A** Volcano plots illustrating the differentially expressed genes (DEGs) between LPS vs control conditions and OC+LPS vs LPS conditions. The vertical axis (y-axis) represents the −log10 *P* value, while the horizontal axis (x-axis) displays the linear fold change. Upregulated genes are depicted in red dots, whereas downregulated genes are shown in blue dots. The top 20 DEGs with the largest fold changes are highlighted, along with inset bar graphs indicating the number of DEGs. The red bars denote the count of upregulated DEGs, while the blue bars represent the count of downregulated genes. **B** The Circos plot shows how the upregulated genes between LPS vs Control condition overlap with the downregulated genes between OC+LPS vs LPS condition. The outer part of the plot displays two arcs: a blue arc representing the list of upregulated DEGs from the LPS vs Control comparison, and a red arc representing the downregulated DEG list from the OC+LPS vs LPS comparison. Inside, dark orange indicates DEGs shared by both conditions, while light orange represents DEGs unique to each condition. Purple lines link the same genes shared by both conditions, and blue lines connect DEGs that, though different, fall under the same significantly enriched GO term. **C** The bar graphs illustrate the Gene Ontology Biological Process (GOBP) terms that exhibited significant overrepresentation by the upregulated DEGs in the LPS vs Control condition and by the downregulated DEGs in the OC+LPS vs LPS comparison. The color code indicates the significance (−log 10 (*P* value)). **D** A functional enrichment network was constructed using the MCODE algorithm. Network nodes are depicted as pies, where red represents the OC+LPS vs LPS downregulated gene list, and blue represents the LPS vs Control upregulated gene list. (E) Box plots are presented to visualize the signal intensity of interleukins and TNFs across the control, LPS, and OC (OC+LPS) conditions. *P < 0.05, Two-way unpaired t-test. **F** Functional enrichment analysis (KEGG pathway) encompassing all significant genes (*P <* 0.05). Purple nodes refer to the key genes involved in PI3K/Akt pathway, while blue nodes refer to the key genes associated with MAPK pathway (OC+LPS vs LPS condition)

The Circos plot offers a comprehensive visualization of gene and functional overlaps between different conditions: LPS-induced vs control and OC-treated LPS-induced vs LPS conditions (Fig. 5B). The outer part of the plot displays two arcs: a blue arc representing the list of upregulated DEGs from the LPS vs control comparison and a red arc representing the downregulated DEG list from the OC+LPS vs LPS comparison. The plot illustrates the DEGs shared between both conditions in dark orange, indicating common genes with expression in opposite directions. Additionally, light orange signifies DEGs unique to each condition. Purple lines link the common DEGs shared by both conditions, while blue lines connect DEGs falling under the same significantly enriched GO term. There were 11 genes that directly overlap between the conditions, i.e., upregulated by LPS but downregulated by OC treatment. However, functional overlap is also evident, as indicated by the light blue lines.

Further analysis of the overrepresented GOBP terms in both LPS vs control and OC+LPS vs LPS conditions revealed significant inflammation-related biological events in the upregulated gene list of the LPS vs control condition, while the exact BP terms were overrepresented in the downregulated gene list of the OC+LPS vs LPS condition. These GOBP terms included positive regulation of cytokine production in immune response, positive regulation of T cell-mediated and leukocyte-mediated immunity, etc. (Fig. 5C).

Applying the MCODE algorithm to the functional network, we observed that antigen presentation and natural killer cell-mediated cytotoxicity were upregulated in the LPS condition but downregulated in the OC-treated condition (Fig. 5D). Further examination of the signal intensity of interleukins and TNFs probe IDs in all three groups (control, LPS, and OC+LPS) revealed an increase in signal intensity in the LPS condition compared to the control condition, although not statistically significant. However, the signal intensity of interleukins and TNFs was significantly decreased in the OC-treated condition compared to the LPS group (Fig. 5E). To explore further potential mechanism, we included all significant genes with a *P*-value < 0.05 for KEGG pathway functional enrichment analysis, which unveiled the involvement of the PI3K/Akt and MAPK pathways, with the former showing greater significance (Fig. 5F).

## Discussion

In the present study, we conducted a series of investigations both in vitro and in vivo and explored the potential of the rare olive compound OC as a TrkB agonist. Our findings suggest its efficacy in mitigating neuroinflammation in a depression-like mouse model by potentially modulating the BDNF-TrkB axis.

In recent years, BDNF has garnered attention for its crucial role in regulating the neuroimmune axis in mental health disorders. The neurotrophic activity of BDNF/TrkB is believed to modulate the intricate interaction between neuroinflammation and neurogenesis in the pathogenesis of depression-like disorders [8, 32–34], making it a promising therapeutic target for such conditions. Upon binding to BDNF, TrkB isoforms become activated and initiate various downstream signal transduction pathways at the intracellular level. These pathways include PI3/Akt/mTOR, Ras-Raf-MEK-ERK, and PLCγ1/PKC, which play crucial roles in promoting neuronal cell proliferation and differentiation [35, 36]. Conversely, the functions related to cell survival and apoptosis within the BDNF/TrkB transduction pathways are predominantly governed by downstream mechanisms such as NFκB pathway [37, 38] and JAK/STAT pathway [39–41]. In the present study, we, therefore, focused on examining the effects of oleacein on the BDNF/TrkB axis and its role in modulating inflammatory cytokine levels both in vitro and in vivo.

In our investigation, we utilized the SH-SY5Y cell line as a first-line screening tool to explore the potential bioactivities of oleacein in vitro. SH-SY5Y cells are widely recognized in neuroscience, and LPS-treated cells serve as a classic in vitro model for neuroinflammation [42, 43]. The main advantage of using SH-SY5Y cells is that they are human-derived, allowing us to avoid interspecies differences and achieve results that are more relevant to human physiology, thereby making the findings more applicable to human biology and potential therapeutic applications. We observed a dose-dependent increase in *BDNF* expression in human neuroblastoma SHSY5Y cells upon treatment with OC (Fig. 1A). However, when inhibitors of TrkB, PI3k, and MEK were introduced, this increase was notably absent (Fig. 1B), suggesting the involvement of OC in BDNF/TrkB signaling and its downstream pathways.

Transcriptomic analyses in both normal and LPS-induced conditions in SH-SY5Y cells revealed how OC affects BDNF/TrkB neurotrophic activities (Figs. 2, 3). Under normal conditions, OC primarily exhibited functions associated with the cell cycle (Fig. 2B, D, E, and H), while inhibiting a subset of inflammatory functions (Fig. 2C). Furthermore, OC treatment upregulated several BDNF-coexpressed genes in normal conditions (Fig. 2F), particularly those involved in neuron differentiation and axonogenesis (Fig. 2G). Conversely, in LPS-induced condition in SH-SY5Y cells, OC was found to modulate various inflammatory pathways in addition to cell cycle-related functions (Fig. 3B, C, and E). Notably, OC treatment counteracted LPS-induced biological events (Fig. 3E) and gene expression alterations (Fig. 3D). Specifically, OC upregulated numerous transmembrane receptor protein tyrosine kinases, significantly influencing downstream PI3K/Akt, MAPK, and Jak/STAT signaling pathways (Fig. 3F). Conversely, OC treatment downregulated NFκB, TNF, and IL17 pathways (Fig. 3G).

We further validated these findings in vivo. Advanced Akaluc BLI revealed that a single oral administration of OC significantly enhanced BDNF expression in the mouse brain (Fig. 1C, D). Next, we explored the antidepressant-like effects of OC in a mouse model of LPS-induced depression-like symptoms, using the tail suspension test (TST), a commonly employed behavioral test to assess pharmacological antidepressant activity in animals [44]. We observed that oral administration of OC for seven days effectively reduced the immobility time in the TST following LPS administration (Fig. 4B). Additionally, OC treatment significantly downregulated the expression of major proinflammatory cytokines, including *Tnf*, *Il6*, and *Il1β*, in the mice hippocampus (Fig. 4C-E). Most importantly, OC administration led to a significant increase in *Bdnf* expression (Fig. 4F), and subsequent protein expression analysis revealed upregulation of mBDNF and downregulation of proBDNF levels (Fig. 4G, H). BDNF has been reported to exhibit direct modulatory effects on LPS-induced inflammation in both microglia and neuronal cultures [9]. Furthermore, in vivo studies have demonstrated that the administration of pro-inflammatory cytokines or lipopolysaccharide (LPS) significantly reduces mature BDNF levels in brain regions such as the hippocampus and cerebral cortex [8]. Additionally, numerous studies suggest that BDNF may play a potential role in depression by influencing neurogenesis and synaptic plasticity [45]. Our study findings suggest that OC may possess potential antidepressant-like functions by promoting neurogenesis and suppressing neuroinflammation. However, depression is a multifaceted condition involving various pathologies. Further research is necessary to confirm the effects of OC on depression or anxiety, encompassing a comprehensive evaluation of the biological events associated with depression, including neurotransmitter levels.

Furthermore, DNA microarray analysis predicted that the primary response to OC treatment was the suppression of LPS-induced inflammation in the hippocampus of mice (Fig. 5C-E). Further network enrichment analysis, encompassing all significant genes, indicated significant enrichment of both the PI3K/Akt and MAPK pathways, with the former exhibiting greater significance (Fig. 5F). Future research aimed at these pathways would validate OC's target pathways in alleviating depression-like behavior. It is worth mentioning that while chronic stress-induced depression-like behavior serves as a conventional mouse model for studying depression, LPS administration has been reported to be more effective in inducing depressive behavior in TST and increasing inflammatory cytokine levels compared to unpredictable chronic mild stress (UCMS) [46], underscoring the importance of considering LPS-induced model when evaluating the effects of target compounds on the neuroimmune axis of depression.

Additionally, we explored the affinity of OC for the TrkB receptor. OC exhibited superior affinity for the TrkB receptor compared to the positive control 7,8-DHF, indicating robust pharmacological activity at low KD values (Fig. 1E, F). The TrkB agonist activity of 7,8-DHF has been attributed to its catechol group [47]. OC possesses a distinctive chemical structure characterized by a catechol group and two aldehyde groups, setting it apart from other olive leaf compounds. This unique chemical configuration likely accounts for the potent binding activity of OC to the TrkB receptor. Notably, even upon exposure to regeneration fluid, OC remained bound to the TrkB receptor without dissociation. This suggests that OC maintains stable binding to the TrkB receptor, potentially leading to sustained activation of its downstream signaling pathways.

Due to its rarity, OC has not received much research attention despite its promising bioactivities. However, a recent breakthrough by a research group has managed to chemically synthesize OC from commercially available OP with a high yield [18], sparking renewed interest in its potential. Our study marks the first exploration of OC's function as a natural TrkB agonist, demonstrating its ability to enhance neurogenesis and alleviate neuroinflammation in both in vitro and in vivo models (Fig. 6). Collectively, our findings propose that OC holds promise for innovative therapeutic approaches targeting depression-like mental disorders.

**Fig. 6:**
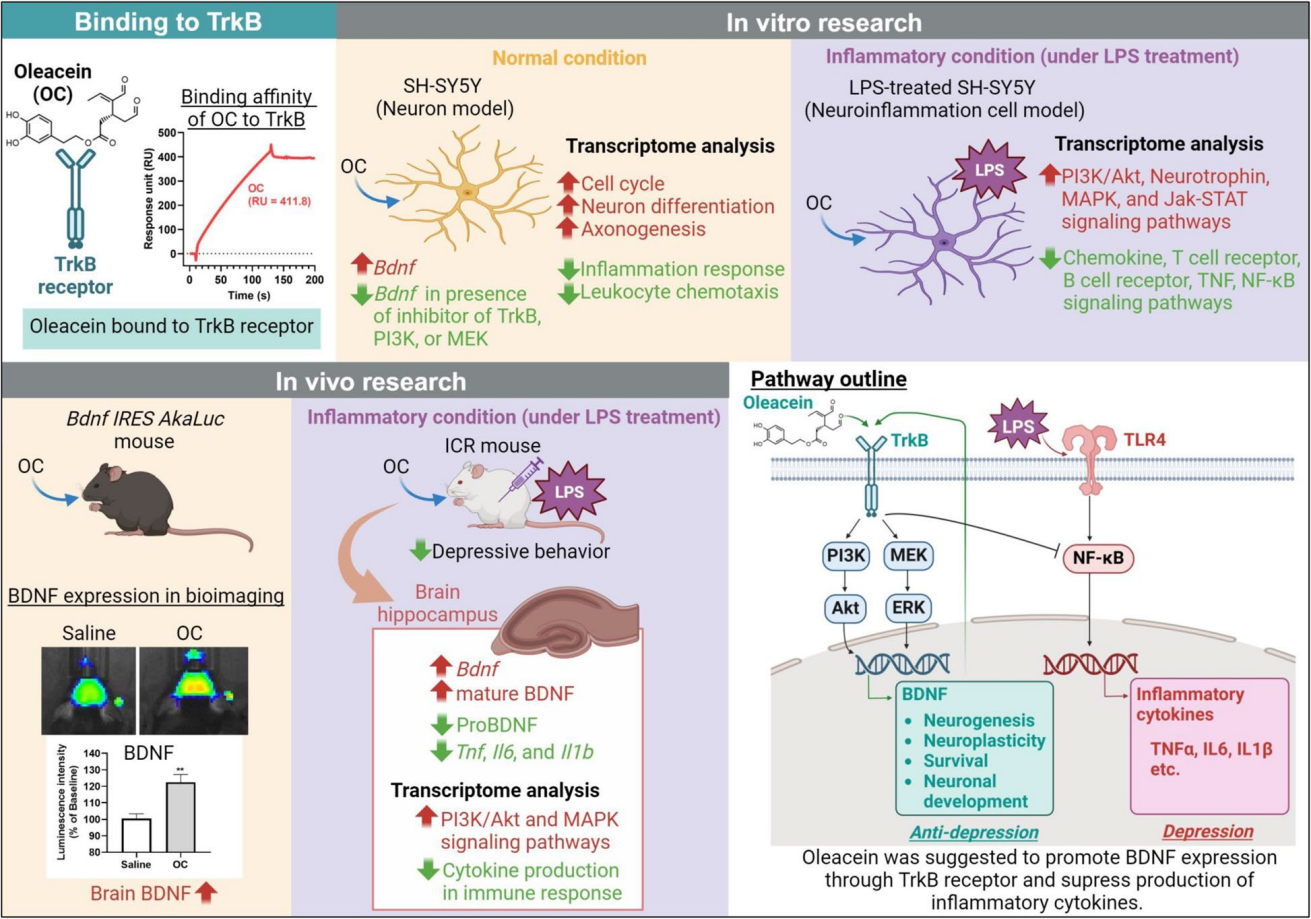
Summary of the evidence on potential neurogenesis-promoting and neuroinflammation-mitigating effects of oleacein

## Data Availability

Microarray data are publicly accessible in the  Gene Expression Omnibus (GEO) repository. The datasets can be retrieved under the accession numbers GSE263605 (in vitro) and GSE263606 (in vivo).

How the deposited data were processed for this re-analysis (not part of the article)

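Total RNA of SH-SY5Y cells was hybridized to 8 Clariom S human arrays, 2 for each of control, OC at 10 µM, LPS at 5 µg/ml, and OC with LPS. The deposited values are log2 signals per probe set. The authors made them with signal space transformation robust multi-chip analysis in the Transcriptome Analysis Console, according to the methods and the submitters' processing notes. The 8 columns were used as deposited, 1 per array, and each array was assigned to its group by the series labels. The paper gives 24 h of treatment. The labels of the OC arrays give 48 h in OPTI-MEM and OC, which may be the time in OPTI-MEM.

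The table holds 24351 probe sets. The 2903 controls were left out of the tests: 2197 positive, 612 negative, 63 spike-in and 31 other controls. Of the 21448 probe sets tested, 17709 have a single gene symbol and 3739 have none. For the 20 genes with several probe sets, the one with the highest mean over the 8 arrays represents the gene. The paper's filter on detection needs values per probe that the table does not hold, so no probe set was removed for low signal. The area under the curve of positive against negative controls, which the paper requires to exceed 0.7, was computed from the probe set values and ran from 0.706 in OC+LPS replicate 1 to 0.929 in OC replicate 2. Signal over background was measured in each array as the gap between the medians of the positive and the negative controls, and as the share of tested probe sets above the 95th percentile of the negative controls. The gap ran from 1.2 log2 in OC+LPS replicate 1 to 3.97 in OC replicate 2, and the share from 2.02% to 23.4%. With 2 arrays per group, precision is set by the spread between the arrays rather than by the signal of each.

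Group means were compared in R 4.3.3 with limma 3.58.1, by a linear model with 1 mean per group over all 8 arrays (4 residual degrees of freedom) and a moderated two-sided test with an empirical Bayes prior (3.61 prior degrees of freedom). The comparisons were OC against control, OC+LPS against LPS, LPS against control, OC+LPS against control, and the difference between the OC effects with and without LPS. Probe sets were counted at the paper's thresholds (unadjusted p under 0.05, linear fold change over 2) and at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. The counts were set beside 100 simulations of groups with no difference, drawn with the fitted spread of each probe set. Each probe set was drawn independently and with the same spread in all groups, so errors shared across an array are left out. For the overlap of the LPS comparisons, the simulations kept the LPS arrays shared.

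For 49 gene lists, limma's camera was run with a preset correlation of 0.01 between genes, and adjusted over the 49 lists of a comparison. Camera with an estimated correlation, limma's fry, a preranked enrichment with fgsea 1.28.0 (10000 permutations), and 1000 random lists of matched brightness per list served as other tests. Members of a list were counted at the thresholds, and by p-values adjusted over all probe sets and over the list alone.

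Genes were named by a rule: the 10 largest increases and 10 largest decreases past the thresholds in OC against control and in OC+LPS against LPS, and 5 of each in LPS against control, where both arrays of a group exceeded both of the other. The rule also takes every gene the paper names or labels in the figures for these samples (whose values in the paper had been seen), the 4 members of a list with the smallest p in each direction, BDNF and NTRK2.

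The alternatives were a fit of each comparison with its own groups only, cyclic loess normalization, equal array medians, the dimmest 25% of probe sets left out, a prior with trend and robust estimation, no empirical Bayes, an F-test across the groups, array weights, a replicate block, and each array left out in turn. The array weights came out equal for both arrays of each group, so they weigh groups and not single arrays. When 1 array of a group is left out, the other is assumed to vary like the remaining groups. Chosen after the data were seen were a covariate for the signal range, quantile normalization, and control replicate 1 and OC+LPS replicate 1 left out together.

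The fit was tested on simulated data with 200 changed probe sets. Of 69 shifted by 1 log2, 34 met the thresholds and 1 had an adjusted p under 0.05. Of 63 shifted by 2 log2, 61 met them and 10 had such an adjusted p, and of 68 shifted by 4 log2, 68 and 64 did. Of 21248 unchanged probe sets, 850 met the thresholds and 2 had an adjusted p under 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.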

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

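The test of control replicate 2 against OC replicate 1, the holdout of LPS arrays and the test on control probe sets were set before their results were seen (the first after related shares with 1 array left out), and all other tests of the 3 patterns, with the signal range covariate and the large increases themselves, were chosen only after the result was seen.

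Gene lists that the paper does not discuss were called by camera in OC against control. Replication-dependent histones, which package new DNA, had a mean log2 fold change of 1.19 (adjusted p = 1.1e-08; adjusted p = 0.394 with an estimated correlation). Chromatin and histone modifying enzymes had 0.73 (1.09e-05; 0.297), which was 0.48 without control replicate 1, and protein processing in the endoplasmic reticulum had 0.7 (0.00063; 0.465), which was 0.45 and not called without control replicate 1, nor called with the signal range covariate, at 0.29 (0.146). Respiratory chain subunits encoded in the nucleus had -0.34 (0.0169; 0.633), which was 0.32 and not called without control replicate 2, and was -0.99 without control replicate 1 and -0.86 with the covariate.

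In LPS against control, which the paper uses for its overlap and for the network of Fig. 3E, 5 lists were lower by camera. With an estimated correlation each had an adjusted p = 0.731. Proliferation genes, among them the centromere protein gene CENPF at -2.40, had a mean of -0.79 (adjusted p = 4.06e-05). The respiratory chain subunits had -0.67 (6.55e-05), the neuronal markers, among them HAND2 at -1.42, had -0.51 (0.00847), endoplasmic reticulum processing had -0.53 (0.0394), and the cell cycle regulators had -0.39 (0.00421). Without control replicate 2 none was called, at -0.2, -0.01, -0.32, -0.28 and -0.11 in that order. Without LPS replicate 1 the proliferation, neuronal and endoplasmic reticulum lists were not called, at -0.51, -0.34 and -0.37, and without LPS replicate 2 the cell cycle list was not, at -0.37. CENPF missed the thresholds at -1.50 without control replicate 2 and -1.81 without LPS replicate 1, and HAND2 at -1.13 without control replicate 2 and -1.21 without LPS replicate 2. In this comparison the positive control probe sets had a median log2 fold change of -0.5 and the brightest 25% of the tested probe sets one of -0.37. Of the 5 lists, only proliferation was called after cyclic loess, at -0.38 (0.0496), and after quantile normalization, at -0.45 (0.0323). With the signal range covariate none of the 5 was called, at -0.07, -0.02, -0.12, -0.02 and 0.03 in the order given above.

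The first pattern is that 84.2% of the probe sets past the thresholds in OC against control were up. With the signal range of the arrays as a linear trend in each probe set, the share was 59.5%, which is consistent with a part of the excess following the signal range. With control replicate 2 against OC replicate 1, whose ranges are 3.69 and 3.59, the share was 61% (261 up, 167 down), between the bounds set for and against the narrower range of control replicate 1, so the 2 cannot be told apart there. Leaving out either control array lowered the share, also where only the narrower control replicate 1 was left. Leaving out OC replicate 1 raised it. An effect of OC on abundant transcripts stays open, since the signal range also differs between the groups. Of the control and OC arrays, control replicate 1 has the narrowest range and OC replicate 2 the widest.

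The second pattern is that LPS effects and OC+LPS effects run in opposite directions, with a correlation of -0.47 across probe sets, against -0.501 in simulated groups with no difference. With 1 LPS array in each comparison the correlation was 0.0338 and -0.0703, as the same 2 LPS arrays in both comparisons would give. For probe sets picked with 1 LPS array against control, the other LPS array exceeded OC+LPS in the picked direction. The median excess was 0.02 in the first pick and 0.1 in the second, above the 5th to 95th percentiles of random sets of matched brightness (-0.08 to -0.01 and -0.04 to 0.05). For probe sets picked as up with LPS it was 0.02 in both picks, and for those picked as down 0.03 and 0.25. Random sets were not drawn for each direction. The excess over control, 0.48 and 0.6, cannot show an LPS effect, because the same control arrays were used in the pick. In the counts, 170 probe sets were up with LPS and down with OC+LPS, over the highest simulated count of 134, while the 124 in the other directions lay within the simulated 70 to 129. These simulations drew each probe set independently, so their ranges leave out errors shared across an array. They also assume the same spread in all groups. The 170 became 120 with only 2 groups in the fit and 124 with array weights, settings in which the simulations were not repeated. OC moving LPS-changed genes back toward control (medians of 0.02 and 0.1) stays open and cannot be told apart from no such effect, because the medians are over the random sets but small, with quartiles of -0.42 to 0.5 and -0.34 to 0.66.

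The third pattern is that 34 probe sets, among them CAPRIN1, FADS2 and NCAM1, were over 4 log2 higher in OC than in control. Simulations, which leave out errors shared across an array, gave a mean of 0.83 and at most 4. In OC+LPS minus LPS the 34 probe sets had a median of -0.01, ranging from -4.57 to 1.03. Against the signal range of the arrays as the whole cause, their median increase was 3.99 log2 with the covariate (2.80 to 6.18), from 4.56 without it, and all 34 met the thresholds. For 171 probe sets picked with control replicate 1 and OC replicate 2 alone, OC replicate 1 exceeded control replicate 2, whose ranges are close, by a median of 1.8 log2 (quartiles 0.94 and 2.78), against 5th to 95th percentiles of -0.32 to 0.01 in random sets of matched brightness. Different handling of the OC arrays that acts on control probe sets too cannot be told apart from equal handling. Of 706 negative, spike-in and other control probe sets, 0% were over 2 log2 higher in both OC arrays than in each other array. However, 612 of these are negative controls with no target. Of the 2197 positive control probe sets, 84 were that much higher, a larger share than the 93 of the 21448 tested. LPS preventing the OC increase (the median of -0.01) cannot be told apart from OC cultures handled or timed apart from the others. The labels give 48 h in OPTI-MEM and OC for the OC group, and 48 h in OPTI-MEM for control. They do not settle whether OC was present for longer than the 24 h of the LPS and OC+LPS groups.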

How the results depend on the processing

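The signal range covariate, quantile normalization and leaving out both narrow arrays (control replicate 1 and OC+LPS replicate 1) were chosen only after the data were seen. For OC against control, 1171 probe sets met the thresholds up and 220 down. Without empirical Bayes these counts were 682 and 113. The count down was 354 with 2 groups in the fit, 530 after cyclic loess, 112 with an F-test across the groups and 357 with array weights. Quantile normalization gave 680 up and 355 down, the signal range covariate 714 down, and leaving out both narrow arrays 661 down. Leaving out 1 array at a time gave 611 (without control replicate 1), 634 (without OC replicate 2) and up to 1456 up, and 112 (without OC replicate 1), 125 (without OC replicate 2) and up to 766 (without control replicate 2) down.

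The 1 probe set with an adjusted p under 0.05 in OC against control became 89 after cyclic loess, 24 with the signal range covariate and 61 with array weights, which were equal for the 2 arrays of each group. It became 0 with 2 groups in the fit, array medians equal, the trend and robust prior, no empirical Bayes, an F-test, quantile normalization or without both narrow arrays. With all arrays, limma gave 1568 probe sets an unadjusted p under 0.05. Leaving out 1 array gave 0 without any of the control, OC or LPS arrays and 3 without either OC+LPS array.

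For OC+LPS against LPS, the 487 probe sets up became 320 with 2 groups in the fit, 245 without empirical Bayes, 759 with the signal range covariate and 1270 without both narrow arrays. The 446 down became 268 without empirical Bayes, 294 with array weights and 718 after quantile normalization. Leaving out 1 array gave 330 (without LPS replicate 1) to 1576 up and 362 to 1261 down, both highest without OC+LPS replicate 2, with 1001 up without OC+LPS replicate 1 and 903 down without LPS replicate 2. For LPS against control, the 457 up became 276 without empirical Bayes, 263 with an F-test and 772 with the covariate, and the 608 down became 290 without empirical Bayes and 1696 without both narrow arrays. Leaving out 1 array gave 374 to 965 (without LPS replicate 2) up and 397 (without LPS replicate 1) to 927 (without control replicate 1) down, with 923 without either OC+LPS array. The difference between the OC effects with and without LPS had an adjusted p under 0.05 for 3 probe sets after cyclic loess and 1 with the covariate, and for 0 by limma with all arrays, where 1298 met the thresholds.

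The 170 probe sets up with LPS and down with OC+LPS became 100 without empirical Bayes and 258 after quantile normalization, and 127 (without control replicate 2) to 545 (without LPS replicate 2) with 1 array left out, 301 without LPS replicate 1. The 124 in the other directions became 81 with the trend and robust prior, 53 without empirical Bayes and 651 without both narrow arrays, and 77 (without control replicate 2) to 367 (without OC+LPS replicate 1) with 1 array left out, 209 without LPS replicate 2. The correlation of -0.47 between the effects became 0.03 and -0.07 with 1 LPS array in each comparison.

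With the replicate block, 27 probe sets had an adjusted p under 0.05 in OC against control, and 188 were down with LPS and up with OC+LPS. The deviations of equal replicate numbers correlated at 0.17 between control and OC, 0.12 between control and LPS, 0.34 between control and OC+LPS, 0.07 between OC and LPS, 0.17 between OC and OC+LPS and 0.14 between LPS and OC+LPS. Neither the paper nor the labels say that a number marks a shared culture or day, and with 2 pairs in each comparison these correlations do not settle it. Replicate 1 had the narrower signal range in each group.

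The cell cycle list in OC against control kept its mean of 0.49 with an estimated correlation (adjusted p = 0.522) and by fry (0.401), and had 0.16 (0.47) with the covariate, 0.2 (0.0964) after quantile normalization, 0.21 (0.392) without both narrow arrays, and 0.21 (without control replicate 1) to 0.78 with 1 array left out. The inflammatory list there kept -0.22 with an estimated correlation (0.465) and by fry (0.401), and had -0.15 (0.117) after cyclic loess, -0.08 (0.497) with the covariate, -0.16 (0.151) after quantile normalization, -0.11 (0.323) without both narrow arrays, and -0.32 to -0.11 (without control replicate 1) with 1 array left out, -0.12 without OC replicate 2. In OC+LPS against LPS, the citrate cycle mean of 0.41 was called by preranked GSEA (0.042), was 0.62 (0.00685) without both narrow arrays, and 0.2 (without OC+LPS replicate 2) to 0.62 (without OC+LPS replicate 1) with 1 array left out. With 1 array left out, the cytokine receptor mean ranged from -0.18 to 0.01, the NF-κB and TNF mean from -0.12 to 0.1, and the receptor tyrosine kinase mean from -0.06 to 0.14. The NF-κB and TNF mean was also 0.03 with the dimmest 25% left out and 0.01 after quantile normalization, and the receptor tyrosine kinase mean -0.06 without both narrow arrays. Of all other list tests, 22 were called, as against 0 with an estimated correlation, 0 by fry, 14 after quantile normalization, 39 without both narrow arrays, and 19 to 31 (without control replicate 1) with 1 array left out.

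Of 252 values of named genes, 216 met the thresholds, and none changed direction past the thresholds in any setting. The number lost was 67 without empirical Bayes, 35 with the trend and robust prior, 19 with 2 groups in the fit, 19 with array weights, 16 after cyclic loess, 25 after quantile normalization, 14 with the covariate and 43 without both narrow arrays. The fit with 2 groups gives no value for the difference between the OC effects, and the F-test gives none for the gene lists.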

Differences from the paper's values

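The paper gives AFF4 as the most decreased gene in OC against control, with a fold change of -9.93. Here AFF4 has a fold change of 6.30, up, with log2 signals of 9.92 ± 0.78 (SD, n = 2) with OC and 7.27 ± 2.06 (SD, n = 2) in control. Under the alternatives set before the data were examined, the fold change of AFF4 was between 2.3 and 17.3, the lowest without control replicate 1 and the highest without control replicate 2. In none of them was AFF4 lower with OC, and it missed the thresholds without control replicate 1, without OC replicate 2 and without empirical Bayes. A probe set without a gene symbol, TC0500008656.hg.1, has a fold change of -9.92 (unadjusted p = 0.000427), with log2 signals of 6.35 ± 0.33 (SD, n = 2) with OC and 9.66 ± 0.79 (SD, n = 2) in control. It is not known here whether the paper's value for AFF4 was taken from that probe set. The paper's fold changes for CAPRIN1 (87.87 in the paper, 87.8 here) and RPL29 (-9.68 in the paper and here) match. That of CAPRIN1 was 44 without control replicate 1, 175 without control replicate 2, 136 without OC replicate 1 and 56.5 without OC replicate 2.

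The paper states that the BDNF-coexpressed genes of Fig. 2F were upregulated. All 19 that have a probe set here had a log2 fold change above 0, and 13 met the thresholds. DOCK1, at 1.18, met them with 2 groups in the fit, after cyclic loess, with equal array medians, with the trend and robust prior, with array weights and without either OC+LPS array, and with the signal range covariate and without both narrow arrays, these last 2 chosen after the values were seen. CFL2, at 0.96, met them without OC replicate 2, and MPDZ, at 0.96, without control replicate 2. TENM3 at 0.94, APBB2 at 0.27 and SERTAD4 at 0.02 met them in none of the alternatives set before the data were examined.

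The paper places PTK2 among the upregulated genes of Fig. 3F in OC+LPS against LPS. Here its log2 fold change was -0.76, while IRS2, ERBB4 and PLCG1 had 1.44, 1.00 and 1.48.

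The paper places BLNK and ITGB2 among the downregulated genes of Fig. 3G in OC+LPS against LPS. Here their log2 fold changes were 0.15 and 0.09.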

Other observations

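No test reported here was chosen after the results were seen, apart from the correlation with signal range. In OC against control, the neurofilament gene INA, the guidance cues SLIT3 and SLIT1, the lipid enzymes FADS2 and SCD, and the mitotic kinase PLK1 met the thresholds up whichever array was left out. Among 49 lists, camera called 17 higher and 2 lower, and with an estimated correlation it called 0. Camera does not match lists for brightness. The neuronal markers, at a mean of 1.16, kept their call whichever array was left out and lost it with an estimated correlation (adjusted p = 0.394) and by fry (0.179). The replication and mitosis, DNA damage and cell cycle lists lost theirs without control replicate 1, at means of -0.06, 0.19 and 0.21, and the DNA damage list also without OC replicate 2, at 0.22.

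In OC+LPS against LPS, cytokine genes such as IL6 and IL1B lay below background. The citrate cycle enzymes had a mean of 0.41 there, against -0.42 in LPS against control, neither being called by camera with all arrays. The LPS arrays enter these 2 comparisons with opposite sign, so opposite means can arise without an effect of OC. Both means were called with 1 array less, at 0.62 without OC+LPS replicate 1 and at -0.7 without control replicate 1, while the first was 0.2 without OC+LPS replicate 2. The replicate arrays of OC+LPS correlated at 0.739, and 7 lists were higher without OC+LPS replicate 1 while 6 were lower without OC+LPS replicate 2, none of which was called with both arrays.

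The first principal component of the arrays held 42.5% of the variance and correlated at 0.992 with their signal range.

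Markers of substrate-adherent neuroblastoma cells had a mean log2 fold change of -0.05 in OC against control, Schwann and glial markers -0.13, and microglia and macrophage markers -0.17, and none of these 3 lists was called.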
